# Mitochondrial DNA mutations drive aerobic glycolysis to enhance checkpoint blockade response in melanoma

**DOI:** 10.1038/s43018-023-00721-w

**Published:** 2024-01-29

**Authors:** Mahnoor Mahmood, Eric Minwei Liu, Amy L. Shergold, Elisabetta Tolla, Jacqueline Tait-Mulder, Alejandro Huerta-Uribe, Engy Shokry, Alex L. Young, Sergio Lilla, Minsoo Kim, Tricia Park, Sonia Boscenco, Javier L. Manchon, Crístina Rodríguez-Antona, Rowan C. Walters, Roger J. Springett, James N. Blaza, Louise Mitchell, Karen Blyth, Sara Zanivan, David Sumpton, Edward W. Roberts, Ed Reznik, Payam A. Gammage

**Keywords:** Cancer genetics, Cancer microenvironment, Cancer metabolism, Cancer, Cancer immunotherapy

## Abstract

The mitochondrial genome (mtDNA) encodes essential machinery for oxidative phosphorylation and metabolic homeostasis. Tumor mtDNA is among the most somatically mutated regions of the cancer genome, but whether these mutations impact tumor biology is debated. We engineered truncating mutations of the mtDNA-encoded complex I gene, *Mt-Nd5*, into several murine models of melanoma. These mutations promoted a Warburg-like metabolic shift that reshaped tumor microenvironments in both mice and humans, consistently eliciting an anti-tumor immune response characterized by loss of resident neutrophils. Tumors bearing mtDNA mutations were sensitized to checkpoint blockade in a neutrophil-dependent manner, with induction of redox imbalance being sufficient to induce this effect in mtDNA wild-type tumors. Patient lesions bearing >50% mtDNA mutation heteroplasmy demonstrated a response rate to checkpoint blockade that was improved by ~2.5-fold over mtDNA wild-type cancer. These data nominate mtDNA mutations as functional regulators of cancer metabolism and tumor biology, with potential for therapeutic exploitation and treatment stratification.

## Abstract (web summary)

Gammage and colleagues find that mitochondrial DNA mutations induce alterations in redox metabolism, a remodeled tumor microenvironment characterized by a loss of neutrophils and consequently enhanced responses to immunotherapy in melanoma.

## Main

It has been known for several decades that >50% of cancers bear somatic mutations of mtDNA^1^. The impact of mtDNA mutations in the germline, the most common cause of inherited metabolic disease in humans^2^, is well established. However, the biological and clinical relevance of mtDNA mutations in cancer remains contentious^1^. Recent efforts have yielded evidence for the recurrence and selection of mtDNA mutations in cancer; however, the majority of variants observed somatically have not been detected in mitochondrial disease or previously studied in the germline^3,4^.

Hotspot truncating mutations in mitochondrial complex I genes are a common feature of several cancers, with truncating mutations in complex I (*MT-ND5* in particular) being over-represented compared with mutations in genes encoding respiratory complexes III, IV and V^3^. As complex I is a major site of NADH oxidation^5^, we reasoned that the proximal impact of complex I truncating mutations would be a loss of NADH:ubiquinone oxidoreductase activity, resulting in a redox imbalance with broad downstream impacts on cell metabolism. Previous studies have explored complex I function in tumor growth through the use of potent inhibitors that have severe impacts on respiratory chain function and cell metabolism in both malignant and non-malignant cells^6,7^. Here, we aimed to assess complex I dysfunction in a physiologically relevant, cancer-cell-specific manner by designing mitochondria-targeted base editors^8^ to induce premature stop codons within mouse *Mt-Nd5*, analogous to hotspot mutations found in the human *MT-ND5* gene in tumors^3^.

## Results

### mtDNA base editing to induce *Mt-Nd5* truncating mutations

Between 16 and 19% of melanomas bear truncating mutations in complex I genes (Extended Data Fig. 1a–c). As such, transcription-activator-like effector (TALE)-DddA-derived cytosine base editor (DdCBE) G1397/G1333 candidates bearing nuclear export signals targeting m.12,436G>A and m.11,944G>A sites in Mt-Nd5 were synthesized and screened in mouse B78-D14 amelanotic melanoma cells (B.16 derivative, Cdkn2a^−/−^)^9^ to identify efficient pairs (Fig. 1a–d). Expression of lead pairs (Extended Data Fig. 1d) resulted in isogenic cell populations bearing ~40%, ~60% or ~80% mutation heteroplasmy of m.12,436G>A or ~40% or ~60% for m.11,944G>A truncating mutations following either a single transfection or up to four consecutive transfections (referred to as m.12,436^40%^, m.12,436^60%^, m.12436^80%^, m.11,944^40%^ and m.11,944^60%^, respectively) (Fig. 1e and Extended Data Fig. 1e) with a limited off-target mutation profile (Extended Data Fig. 1f). The resulting stable isogenic cell lines demonstrated a heteroplasmy-dependent decrease in expression of complex I subunit Ndufb8 without a substantial impact on other respiratory chain subunits (Fig. 1f and Extended Data Fig. 1g). This was supported by proteomic data (Extended Data Fig. 1h–n) and blue-native PAGE analysis of the m.12,436^60%^ and m.11,944^60%^ cell lines (Fig. 1g), confirming that individual complex I subunit abundance, in addition to the proportion of fully assembled complex I, is decreased in proportion to the mutant load without a substantial impact on other components of the oxidative phosphorylation system. In-gel activity assays of complex I and complex II activity further support this finding (Fig. 1g). mtDNA copy number was not impacted by mutation incidence or heteroplasmy level (Fig. 1h and Extended Data Fig. 1o), and the *Mt-Nd5* transcript level was unchanged in m.12,436^60%^ and m.11,944^60%^ mutant cells compared with controls, consistent with a lack of nonsense-mediated decay in mammalian mitochondria (Extended Data Fig. 1p). 

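Bulk RNA-seq of cultured B78-D14 cells was read from the authors' table of counts per gene. In that table, 4 cultures of m.11,94460% cells and 4 cultures of control cells could be matched, the former by a heading of the paper's source data and the latter by the column names and the extent of their numbering, and the m.12,43660% cells were not analysed here. RNA was extracted from cell pellets and sequenced by GeneWiz. The authors aligned the reads to GRCm39 with STAR and counted them on annotated genes with featureCounts, and they deposited the counts without normalization. The strand setting of the counting is not given in the paper's text. Between 27901430 and 36173502 reads per control culture were counted on genes, with a median of 28874478, and between 25249060 and 35696719 per m.11,94460% culture, with a median of 25841685. Counts were scaled with edgeR's TMM method and are given as CPM, the count of a gene scaled to a common library size. Genes with enough counts by edgeR's filterByExpr rule, 12930 in the cells, were compared with edgeR's quasi-likelihood test, and two-sided p values were adjusted by the Benjamini–Hochberg method against the paper's threshold of 0.1. The cultures of both groups are numbered 1 to 4. Across genes, which are not independent replicates, the deviations of a culture from its group's mean correlated with those of the same-numbered culture of the other group at a mean r of 0.796, against −0.264 for differently numbered cultures. The negative value nearly follows from the positive one, since deviations within a group cancel out, so it is no separate contrast. The split of replicates 1 and 2 from 3 and 4, given next, also makes same-numbered cultures alike. Pairing number by number was not tested apart from that split. For this reason results are given both without a block and with the replicate number as a block. Replicates 1 and 2 also differed from replicates 3 and 4 in both groups, with 8818 genes past the threshold between them and a first principal component holding 73.8% of the variance. Each group holds 2 cultures on either side of that split, too few to compare the groups within a side.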

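*Mt-Nd5* is listed as mt-Nd5 (ENSMUSG00000064367) and occupies positions 11742 to 13565 on the + strand of the mitochondrial chromosome. It averaged 279 ± 174 CPM (SD, n = 4) in m.11,94460% cells and 236 ± 130 CPM (SD, n = 4) in control cells. The log2 fold change was 0.24 (standard error 0.47, adjusted p = 1 from edgeR's test), and an exact two-sided permutation test of the group means gave p = 0.686, where 0.0286 is the smallest p that 4 cultures against 4 allow. In m.11,94460% replicates 1 to 4 the level was 159, 178, 533 and 244 CPM, and in control replicates 1 to 4 it was 134, 164, 423 and 225 CPM. These values rest on 3677 to 14862 reads counted on the gene per culture. The spread within each group therefore followed the replicate number, and between replicates 1 and 2 and replicates 3 and 4 the gene differed by 1.16 on the log2 scale. With the replicate number as a block, the log2 fold change was 0.20 (unadjusted p = 0.0115, adjusted p = 0.121 from edgeR's test). Taken as a share of the reads counted on the 13 mtDNA-encoded mRNAs, *Mt-Nd5* made up 5.06%, 5.01%, 7.04% and 6.21% in m.11,94460% replicates 1 to 4 and 4.83%, 5.43%, 7.44% and 6.66% in the control replicates. On this measure the direction changed, with a log2 ratio of −0.057 between the groups (exact two-sided permutation p = 0.686). The alternative that moved the log2 fold change most was leaving out m.11,94460% replicate 3, which turned it to −0.29. This fit had no block and kept control replicate 3, the highest of its group. Its change of sign therefore cannot be told apart from the difference between replicates. None of the 13 mtDNA-encoded mRNAs passed the threshold. All 13 were higher in m.11,94460% cells, by 0.04 to 0.66 on the log2 scale, with a smallest adjusted p of 1. Of these 13, 6 lie almost wholly inside stretches identical to a nuclear chromosome and were at 0.483 to 6.38 CPM in control cells. The share above is therefore one of counted reads and may differ from the share of mtDNA-encoded mRNA. All genes of the mitochondrial chromosome, not the mRNAs alone, took 0.521% ± 0.227 (SD, n = 4) of all counts in m.11,94460% cells. In control cells they took 0.419% ± 0.155 (SD, n = 4). *Mt-Nd5* shares no identical stretch of 100 bases or more with the nuclear chromosomes, and 24.3% of it lies in shared stretches of at least 50 bases. The paper relates the unchanged level in mutant cells to a lack of nonsense-mediated decay in mammalian mitochondria.

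**Figure D1:**
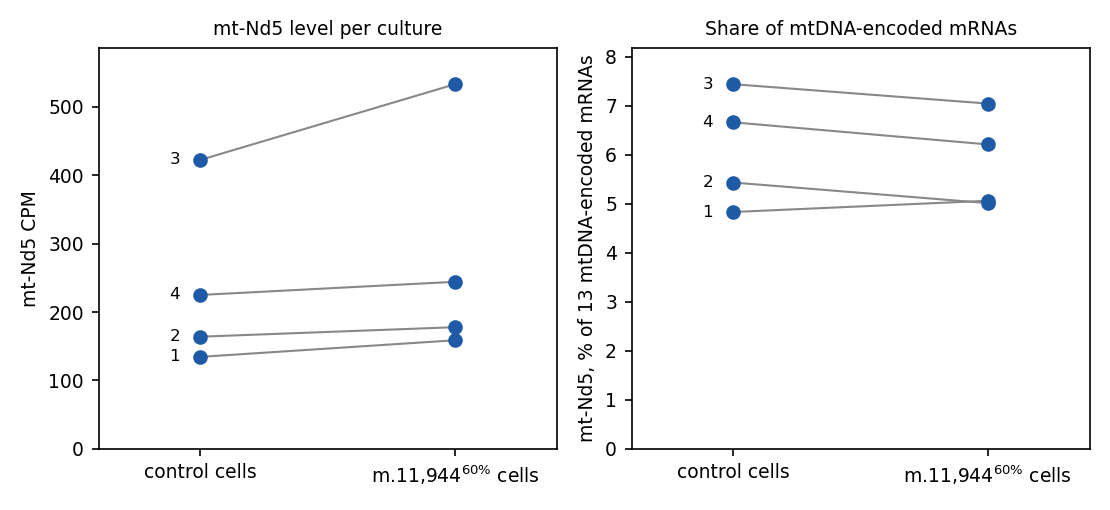
*Mt-Nd5* in control and m.11,94460% cells, as CPM on the left and as a percent of the reads counted on the 13 mtDNA-encoded mRNAs on the right. Each point is one culture and lines join cultures with the same replicate number, printed beside the control point, and replicate 3 is the highest of its group in both plots.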

A significant decrease in oxygen consumption was detected only in m.12,436^80%^ cells (Fig. 1i and Extended Data Fig. 1q) without substantively impacting the adenylate energy charge state (Fig. 1j and Extended Data Fig. 1r) or cell proliferation (Fig. 1k). An ~10 mV decrease in the electrical component of the mitochondrial proton motive force, ΔΨ, coupled to a commensurate trend towards ~10 mV increases in the chemical component, ΔpH, resulting in an unchanged total proton motive force, Δ*P*, was detected in m.12,436^60%^ and m.11,944^60%^ mutant cells (Extended Data Fig. 1s) The NAD^+^:NADH ratio was significantly impacted in mutant cells (Fig. 1l and Extended Data Fig. 1t), which was also reflected in reduced:oxidized glutathione ratios (Extended Data Fig. 1u,v). The effect on cellular redox poise was further determined in m.12,436^60%^ and m.11,944^60%^ cells using NAD(P)H fluorescence (Extended Data Fig. 1w). 

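Of the 12930 genes tested in m.11,94460% cells against control cells, 6 passed the threshold and 541 had an unadjusted p under 0.05 in edgeR's test. *Il2rg* was higher, and *Pparg*, *Slc6a2*, *Marcks*, *Trim30a* and *Sox9* were lower. *Pparg*, *Slc6a2* and *Trim30a* are named only because they complete this list, after their values were seen. *Il2rg* (chromosome X of GRCm39, 100307984 to 100311861) rose from 0.204 ± 0.0515 CPM (SD, n = 4) in control cells to 1.17 ± 0.195 CPM (SD, n = 4), a log2 fold change of 2.50 (standard error 0.28, adjusted p = 0.0469), on as few as 5 counts in a culture. *Marcks* (chromosome 10, 37009239 to 37014942) was at 33.2 ± 6.60 CPM (SD, n = 4) in control cells and 12.5 ± 1.20 CPM (SD, n = 4) in m.11,94460% cells, a log2 fold change of −1.41 (standard error 0.16, adjusted p = 0.0469). *Sox9* (chromosome 11, 112673009 to 112678586) was at 24.5 ± 7.28 CPM (SD, n = 4) and 6.23 ± 1.39 CPM (SD, n = 4), a log2 fold change of −1.97 (standard error 0.26, adjusted p = 0.0946). The median size of the log2 fold change over all genes tested was 0.13. In 450 genes, 3.48% of those tested, no culture of one group overlapped the other group, where chance gives 2.86% if all cultures are interchangeable. The split of replicates 1 and 2 from 3 and 4, which both groups share, breaks this and makes separation by group rarer. The nearness of the 2 shares therefore cannot be read as a lack of difference. With the replicate number as a block, which moved the number of genes past the threshold most, 907 genes passed. Of these, 389 were higher and 518 lower in m.11,94460% cells. Of the genes tested on chromosomes 8 and 16, 12.2% and 15.2% were among those that fell, against 1.07% to 4.83% on each other chromosome. When each culture was left out in turn without the block, 0 to 2 genes passed. Among genes of the metabolic panels, *Gpd2*, which encodes a mitochondrial glycerol-3-phosphate dehydrogenase, had a log2 fold change of −0.26 (standard error 0.11, adjusted p = 1), *Mdh1* one of 0.04 and *Ndufb8* one of 0.01.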

Taken together, these data demonstrate that truncating mutations in *Mt-Nd5* exert heteroplasmy-dependent effects on the assembly of complex I. In turn, partial loss of complex I disrupts cellular redox balance without substantially impacting cellular energy homeostasis, gene expression or cell proliferation.

**Fig. 1:**
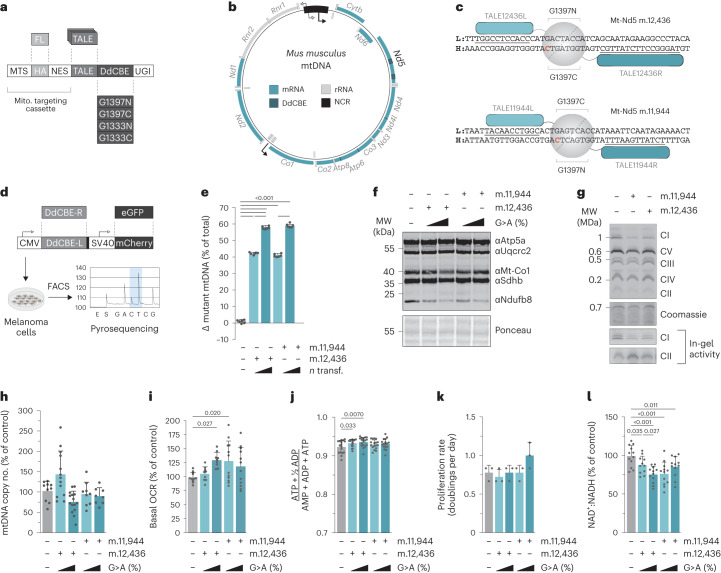
Mitochondrial base editing results in isogenic cell lines bearing two independent truncating mutations in *Mt-Nd5*. **a**, Schematic of the TALE-DdCBE design used. TALEs were incorporated into a backbone containing a mitochondria-targeting cassette, split-half DdCBE and uracil glycosylase inhibitor (UGI). MTS, mitochondrial targeting sequence; NES, nuclear export signal. **b**, Schematic of the murine mtDNA. Targeted sites within *Mt-Nd5* are indicated. **c**, TALE-DdCBE pairs used to induce a G>A mutation at m.12,436 and m.11,944. **d**, Workflow used to produce *Mt-Nd5* mutant isogenic cell lines. **e**, Heteroplasmy measurements of cells generated in **d** (*n* = 6 biological replicates). **f**, Immunoblot of indicative respiratory chain subunits. Representative result of three biological replicates is shown. **g**, Assembled complex I abundance and in-gel activity. Representative result of three biological replicates is shown. **h**, mtDNA copy number (*n* = 10, 13, 9, 15 and 8 technical replicates over *n* = 4, 5, 3, 5 and 3 biological replicates). **i**, Basal oxygen consumption rate (OCR) (*n* = 12, 9, 12, 9 and 12 technical replicates over *n* = 4, 3, 4, 3 and 4 biological replicates). **j**, Energy (adenylate) charge state (*n* = 17 technical replicates over *n* = 6 biological replicates). **k**, Proliferation rate of cell lines in permissive growth media. (*n* = 3 biological replicates). **l**, NAD^+^:NADH ratio (*n* = 12, 11, 12, 12 and 12 technical replicates over *n* = 4 biological replicates). *P* values were determined using a one-way ANOVA test with Sidak multiple comparisons test (**e**, **h**–**i**, **k**) or Fisher’s LSD test (**j**,**l**). Measure of centrality, mean; error bars, s.d. Number of replicates are described across conditions from left to right as presented. Source data

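*Mt-Nd5* spans 607 codons of the mouse mitochondrial chromosome, which is 16299 bases long in GRCm39. Position 11944 is base 203 of the gene and the middle base of codon 68 (positions 11943 to 11945). The reference codon there is TGA, which encodes tryptophan in the mitochondrial code, and G11944A, counted from the first base of the mitochondrial chromosome, turns it into the stop codon TAA. A protein ending there would keep 67 residues, or 11.0% of the full length. The reference sequence with 20 bases on either side of the target is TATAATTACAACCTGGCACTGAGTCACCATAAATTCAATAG, from 11924 to 11964. Position 12436 is base 695 of the gene and the middle base of codon 232 (positions 12435 to 12437), also TGA, and G12436A turns it into TAA. It leaves 231 residues, or 38.1%. The reference sequence around it is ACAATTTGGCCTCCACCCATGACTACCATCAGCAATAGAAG, from 12416 to 12456.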

### Redox imbalance underpins a shift towards aerobic glycolysis

Unlabeled metabolomic measurements from m.12,436^60%^ and m.11,944^60%^ cells revealed consistent differences in metabolite abundance in these cells relative to controls (Extended Data Fig. 2a), with notable increases in the steady-state abundance of malate, lactate, fumarate, argininosuccinate and the metabolically terminal fumarate adducts succinylcysteine and succinic glutathione (succinicGSH) (Fig. 2a). Heteroplasmy-dependent increases in the abundance of lactate and malate in the context of constant succinate in mutant cells suggested that the flow of electrons into mitochondria through the malate–aspartate shuttle (MAS) might be impacted by changes in the redox state of the cell. To study this possibility, we first measured the contributions of glutamine-derived carbon to tricarboxylic acid (TCA) cycle metabolites using U-^13^C-glutamine isotope tracing (Extended Data Fig. 2b). This indicated increased abundance of malate from cytosolic oxaloacetate, derived from citrate through ATP citrate lyase, as determined by the abundance of malate m+3 and the ratio of malate m+3:m+2, which demonstrated a significant, heteroplasmy-dependent increase relative to controls (Extended Data Fig. 2c,d), with a similar pattern of m+3:m+2 labeling observed for the cytosolic urea cycle metabolite argininosuccinate (Extended Data Fig. 2e). We then traced the metabolic fate of carbon from 1-^13^C-glutamine, which labels metabolites derived from the reductive carboxylation of glutamine (Fig. 2b and Extended Data Fig. 2f). This revealed that the increased abundance of malate m+1 occurred at the level of MDH1 (Fig. 2c) and was not apparent in downstream or upstream metabolites aconitate and aspartate (Extended Data Fig. 2g,h), with the m+1 labeling pattern of argininosuccinate again matching that of malate (Extended Data Fig. 2i). The increased abundance of malate m+1 and argininosuccinate AS+1 was sensitive to small interfering RNA (siRNA)-mediated depletion of *Mdh1* but was not diminished by expression of cytosolically targeted *Lb*NOX (cyto*Lb*NOX), a water-forming NADH oxidase^10^ (Fig. 2c and Extended Data Fig. 2j–l), indicating that increases in malate abundance occur at least partially in the cytosol through MDH1 but are not a result of gross alteration in cytosolic redox poise.

**Fig. 2:**
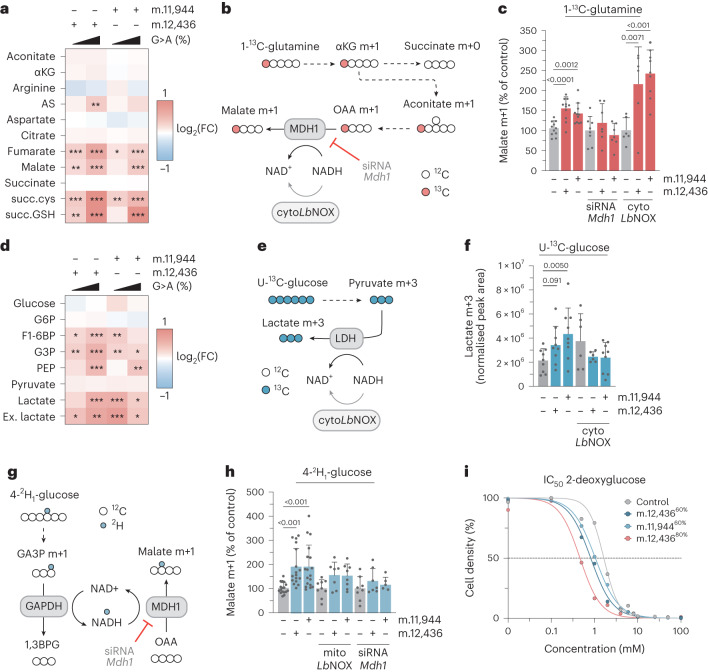
Mutant cells undergo a metabolic shift towards glycolysis caused by cellular redox imbalance. **a**, Heatmap of unlabeled steady-state abundance of select mitochondrial metabolites, arginine, argininosuccinate (AS) and terminal fumarate adducts succinylcysteine (succ.cys) and succinicGSH (succGSH) (*n* = 12–18 technical replicates over *n* = 6 biological replicates). FC, fold change. **b**, Labeling fate of ^13^C derived from 1-^13^C-glutamine. **c**, Malate m+1 abundance, derived from 1-^13^C-glutamine with indicated treatment (*n* = 11, 11, 11, 8, 8, 8, 6, 6 and 9 technical replicates over *n* = 4, 4, 4, 3, 3, 3, 3, 3 and 3 biological replicates). **d**, Heatmap of unlabeled steady-state metabolite abundances for select intracellular glycolytic intermediates and extracellular lactate (Ex. lactate) (*n* = 12–18 technical replicates over *n* = 6 biological replicates). **e**, Labeling fate of U-^13^C-glucose. **f**, Abundance of U-^13^C-glucose derived lactate m+3 with indicated treatment (*n* = 9, 9, 9, 9, 6 and 6 technical replicates over *n* = 3 biological replicates). **g**, Labeling fate of ^2^H derived from 4-^2^H_1_-glucose; mito*Lb*NOX not shown for clarity. **h**, Malate m+1 abundance, derived from 4-^2^H_1_-glucose with indicated treatment (*n* = 17, 17, 18, 9, 7, 8, 8, 7 and 5 technical replicates over *n* = 6, 6, 6, 3, 3, 3, 3, 3 and 2 biological replicates). **i**, IC_50_ curves for 2-deoxyglucose (*n* = 4 technical replicates). Representative result of three biological replicates is shown. *P* values were determined using a one-way ANOVA test with Sidak multiple comparisons test (**a**,**d**) or Fisher’s LSD Test (**c**,**f**,**h**). Measure of centrality, mean; error bars, s.d. *P < 0.05; **P < 0.01; ***P < 0.001. Number of replicates are described across conditions from left to right as presented. Heatmap representations of data for which asterisks are not present report non-significant changes. Source data

Elevated cellular and extracellular lactate, alongside the increased abundance of several glycolytic intermediates (Fig. 2d) suggested the use of pyruvate as an electron acceptor to rebalance NAD^+^:NADH through lactate dehydrogenase. Using U-^13^C-glucose tracing (Fig. 2e and Extended Data Fig. 2m), we observed increased abundance of lactate m+3 in m.12,436^60%^ and m.11,944^60%^ cells that was abolished by cyto*Lb*NOX expression (Fig. 2f). The increase in lactate m+3 was not accompanied by changes in pyruvate m+3 levels (Extended Data Fig. 2n) or by the entry of glucose-derived carbon into the TCA cycle through pyruvate dehydrogenase, determined by the ratio of citrate m+2:pyruvate m+3 (Extended Data Fig. 2o). However, the fate of carbon entering the TCA cycle through pyruvate carboxylase was substantially altered, with a malate m+3:citrate m+3 ratio indicative of MDH2 reversal (Extended Data Fig. 2p). Coupling of the MAS with glycolysis is a topic of recent interest, with several reports linking mitochondrial dysfunction with NADH shuttling between GAPDH and MDH1 or lactate dehydrogenase^11,12^. Using 4-^2^H_1_-glucose isotope tracing (Fig. 2g) we observed an increase in the abundance of malate m+1 in m.12,436^60%^ and m.11,944^60%^ cells, with a similar trend in lactate m+1 abundance, that was sensitive to expression of a mitochondrially targeted *Lb*NOX (mito*Lb*NOX) and siRNA-mediated depletion of *Mdh1* (Fig. 2h and Extended Data Fig. 2q–s), supporting the notion that the NAD^+^:NADH imbalance resulting from partial loss of complex I supports enhanced glycolytic flux by coupling cytosolic elements of the MAS with glycolysis. In turn, this increased dependence on glycolysis rendered m.12,436^60%^ (half-maximum inhibitory concentration, IC_50_ = 0.81 ± 0.064 mM) and m.11,944^60%^ cells (IC_50_ = 1.04 ±0.040 mM) more sensitive to the competitive phosphoglucoisomerase inhibitor 2-deoxyglucose compared with wild-type cells (IC_50_ = 1.62 ± 0.063 mM) (Fig. 2i), a sensitivity that was further enhanced in m.12,436^80%^ cells (IC_50_ = 0.46 ± 0.080 mM). The m.12,436^60%^ and m.12,436^80%^ cells demonstrated sensitivity to the low-affinity complex I inhibitor metformin relative to wild-type cells (Extended Data Fig. 2t). The ~60% mutants were not differentially sensitive to the potent complex I inhibitor rotenone, although m.12,436^80%^ cells demonstrated resistance compared to wild-type cells (Extended Data Fig. 2u). None of the mutants demonstrated differential sensitivity to the complex V inhibitor oligomycin (Extended Data Fig. 2v). Taken together, these data suggest that truncating mutations in *Mt-Nd5* of complex I induce a Warburg-like metabolic state through redox imbalance, not energetic crisis. This influences both cytosolic and mitochondrial components of the MAS, enhancing glycolytic flux and increasing sensitivity to the inhibition of this adaptive metabolic strategy as well as producing elevated levels of characteristic terminal fumarate adducts succinicGSH and succinylcysteine.

### mtDNA mutations reshape the tumor immune landscape

Having established specific changes in redox metabolism driven by truncating mutations in complex I, we next sought to determine the impact of these metabolic alterations in tumor biology. Syngeneic allografts of m.11,944G>A cells, m.12,436G>A cells and wild-type controls were performed subcutaneously in immunocompetent C57/Bl6 mice, establishing tumors in 100% of engraftments. All tumors grew at a rate that reached similar humane endpoints (Fig. 3a), with similar weights and macroscopic histological appearance (Fig. 3b and Extended Data Fig. 3a–c). Bulk measurements of tumor heteroplasmy revealed a subtle, comparable decrease in heteroplasmy of ~10% between engrafted cells and resulting tumors, probably reflecting stroma and immune cell infiltration (Extended Data Fig. 3d), with no consistent change in mtDNA copy number detected at the bulk level (Extended Data Fig. 3e). Measurements of metabolites from m.11,944^60%^ mutant and control tumors revealed an elevated abundance of terminal fumarate adducts succinicGSH and succinylcysteine, characteristic of the metabolic rewiring observed in vitro (Extended Data Fig. 3f). These consistent markers of altered tumor metabolism were coupled to divergent transcriptional signatures between control and mutant tumors (Fig. 3c), with several indicators of altered immune signaling being significantly elevated in mutant tumors compared with controls; notably, allograft rejection, interferon-γ (IFNγ) and interferon-α (IFNα) responses and IL-mediated cytokine signaling gene sets. 

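Bulk RNA-seq counts of 7 tumors grown from m.12,43660% cells, 7 from m.12,43640% cells and 4 from control cells were read from the same table as those of the cultured cells. The legend of Fig. 3c gives n = 5–6 tumors per genotype, and since neither the paper nor its supplementary files name them, all tumors whose columns could be matched were kept. The m.12,436 columns carry the words high and low, which the source data use for 60% and 40%, and numbers up to 7, which only these groups have among the labels. Tumors of m.11,944 cells and the remaining control tumors were not analysed here. Each library comes from a piece of tumor kept in RNAlater, and so holds RNA of the malignant cells and of all other cells in the piece. *Ptprc*, which encodes the leukocyte marker CD45, had at least 1334 counts in each tumor and at most 1 in each culture of B78-D14 cells. Between 21848594 and 31218475 reads per control tumor were counted on genes, with a median of 25417076.5. The range was 19264505 to 29707338 in m.12,43660% tumors, with a median of 24606783, and 16475735 to 28992149 in m.12,43640% tumors, with a median of 24698102. The 18 tumors were fitted together over 16213 genes. Gene sets were measured with panels of genes compiled by hand, which stand in for the Hallmark sets of the paper. A panel's score in a tumor is the mean log2 CPM of its genes, with a prior count of 2, and scores were compared with exact two-sided permutation tests, adjusted over the 18 panels. Each panel was also tested by preranked enrichment with fgsea on ranks from limma-voom, which gives a normalized enrichment score (NES) and a p value that takes genes, not tumors, as its units.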

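In m.12,43660% tumors, 375 of 16213 genes passed the threshold against control tumors in edgeR's test, 158 higher and 217 lower, and 2662 had an unadjusted p under 0.05. In 660 genes, or 4.07%, no tumor of one group overlapped the other, where chance gives 0.606%. The largest rises were those of *Slc7a2* (chromosome 8 of GRCm39, 41315431 to 41375345), *Olr1* (chromosome 6, 129462207 to 129484128) and *Cdh1* (chromosome 8, 107329941 to 107396880), among genes whose groups do not overlap and whose mean is at least 1 on the log2 CPM scale. *Slc7a2*, which encodes a cationic amino acid transporter, was at 7.77 ± 3.81 CPM (SD, n = 7) in m.12,43660% tumors and 1.85 ± 0.757 CPM (SD, n = 4) in control tumors, a log2 fold change of 2.09 (standard error 0.36, adjusted p = 0.00918). *Olr1* had a log2 fold change of 1.83 (standard error 0.38, adjusted p = 0.0258) and *Cdh1* one of 1.43 (standard error 0.26, adjusted p = 0.0117). The largest falls were those of *Slc6a4* (chromosome 11, 76888903 to 76923169), *Stc1* (chromosome 14, 69266575 to 69279253) and *Prph* (chromosome 15, 98952872 to 98956862). *Slc6a4* was at 0.614 ± 0.385 CPM (SD, n = 7) and 7.37 ± 2.66 CPM (SD, n = 4), a log2 fold change of −3.57 (standard error 0.42, adjusted p = 0.000910), *Stc1* had a log2 fold change of −2.48 (standard error 0.37, adjusted p = 0.00328) and *Prph* one of −2.10 (standard error 0.44, adjusted p = 0.0260). Of these 6 genes, 5 were under 1 CPM in cultured control cells. Among genes of the immune panels, *Zbp1* rose from 18.7 ± 7.54 CPM (SD, n = 4) to 50.0 ± 13.1 CPM (SD, n = 7), with a log2 fold change of 1.42 (standard error 0.30, adjusted p = 0.0284). *Srgn* rose by 0.68 (adjusted p = 0.0458), *Csf2ra* by 0.67 (adjusted p = 0.0576), *Irf5* by 0.63 (adjusted p = 0.0621), *Samd9l* by 0.63 (adjusted p = 0.0643) and *Il2rg* by 0.58 (adjusted p = 0.0804) on the log2 scale. *Cd274*, which encodes PD-L1, had a log2 fold change of 0.83 (standard error 0.26, adjusted p = 0.130) and *Ptprc* one of 0.61 (standard error 0.19, adjusted p = 0.124), short of the threshold. The alternative that moved the number of genes most was DESeq2 in place of edgeR, with 997 genes. Leaving out each control tumor in turn gave 61 to 760. Deviations of a control tumor and the m.12,43660% tumor with the same number, which come from different mice, had a mean correlation across genes of −0.156, and with the number as a block 184 genes passed.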

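The IFNα score, over 92 genes, was 5.47 ± 0.32 log2 CPM (SD, n = 7) in m.12,43660% tumors and 5.03 ± 0.25 (SD, n = 4) in control tumors. The difference of 0.44 had an exact permutation p of 0.0485 and an adjusted p of 0.210, and 5 of the 7 mutant tumors lay above every control tumor. The IFNγ score, over 189 genes, was 5.17 ± 0.31 and 4.80 ± 0.22, a difference of 0.37 (exact permutation p = 0.0758, adjusted p = 0.210). For allograft rejection, over 139 genes, the scores were 4.34 ± 0.37 and 4.00 ± 0.21, a difference of 0.34 (exact permutation p = 0.130, adjusted p = 0.261), and for interleukin signaling, over 100 genes, they were 4.54 ± 0.26 and 4.26 ± 0.13, a difference of 0.28 (exact permutation p = 0.0818, adjusted p = 0.210). The smallest p that 7 tumors against 4 allow is 0.00303. Of the genes in these panels, 83 of 92, 161 of 189, 113 of 139 and 83 of 100 were higher in m.12,43660% tumors. In the same order, 6, 9, 6 and 2 genes rose past the threshold of the gene test, and 0, 2, 0 and 1 fell past it. By preranked enrichment, the NES was 3.00 for IFNα (adjusted p = 1.14e-23), 2.99 for IFNγ (adjusted p = 4.24e-31), 2.70 for allograft rejection (adjusted p = 4.46e-18) and 2.44 for interleukin signaling (adjusted p = 5.44e-11), so these panels passed the threshold when genes were the units and did not when tumors were. E2F targets changed the other way, with a score lower by 0.20 (exact permutation p = 0.00303, adjusted p = 0.0545), every m.12,43660% tumor below every control tumor and an NES of −3.002. With a score of macrophage and of T and NK cell markers as a covariate, the differences left were 0.26 for IFNα, 0.21 for IFNγ, 0.11 for allograft rejection and 0.14 for interleukin signaling. With the Reactome set in place of the panel, the IFNα difference was 0.35 (adjusted p = 0.0985) and that of interleukins 0.15 (adjusted p = 0.0985). Both were adjusted over the Reactome sets alone, which are fewer than the panels, so these adjusted p values cannot be compared with those of the panels. From the elevated immune gene sets in mutant tumors, read with its single-cell data, the paper concludes that *Mt-Nd5* mutation alters the tumor's immune surroundings.

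**Figure D2:**
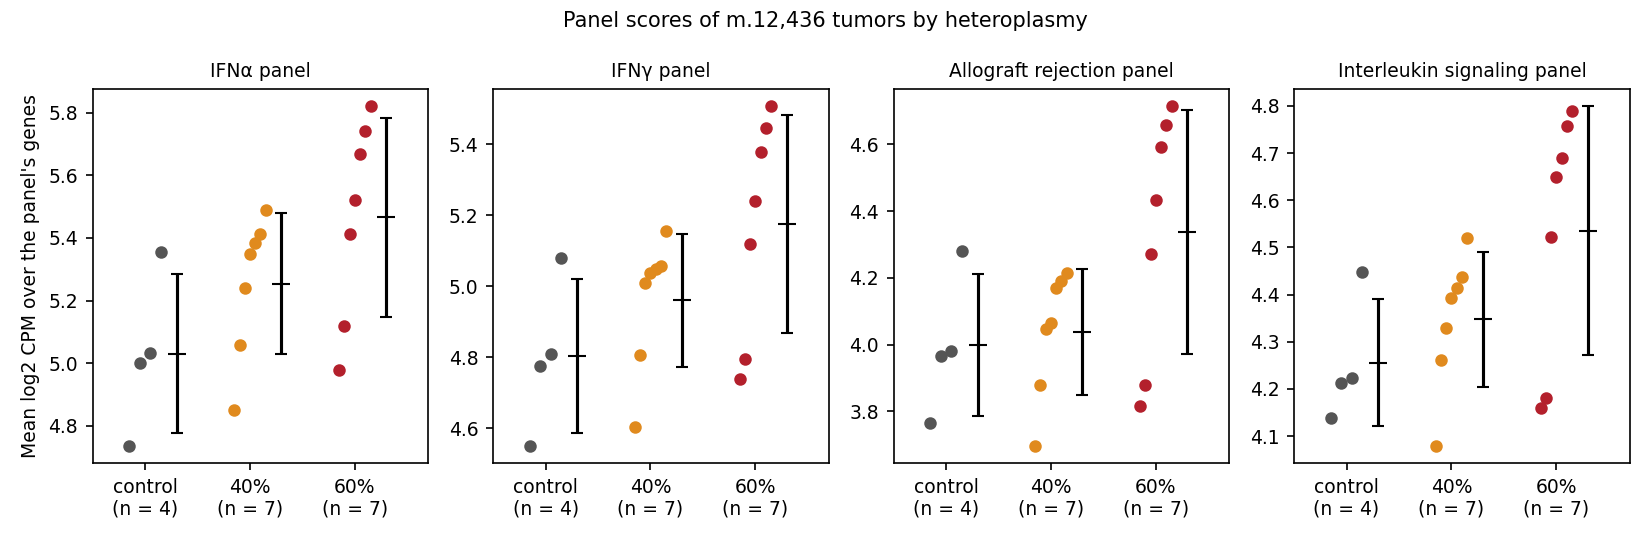
Scores of 4 immune panels in control, m.12,43640% and m.12,43660% tumors, as the mean log2 CPM over each panel's genes. Each point is one tumor and the bar beside each group is its mean with the SD, and IFNα means rise from 5.03 in control tumors to 5.25 and 5.47, with overlap between neighboring groups.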

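Tumors of m.12,43640% cells were compared with control tumors and with m.12,43660% tumors. Against control tumors, 0 of 16213 genes passed the threshold and 837 had an unadjusted p under 0.05 in edgeR's test. In 73 genes, or 0.450%, the groups did not overlap, where chance gives 0.606%. The smallest p values among panel genes in the panel's direction were those of *Helz2*, with a log2 fold change of 0.49 (standard error 0.18, adjusted p = 0.913), *Trim25*, with one of 0.31 (standard error 0.10, adjusted p = 0.913), and *Stat3*, with one of 0.26 (standard error 0.09, adjusted p = 0.913). The IFNα score was 5.25 ± 0.23 log2 CPM (SD, n = 7) in m.12,43640% tumors, 0.22 above the control mean (exact permutation p = 0.161, adjusted p = 0.723). Those of IFNγ, allograft rejection and interleukin signaling were 4.96 ± 0.19, 4.04 ± 0.19 and 4.35 ± 0.14 (SD, n = 7), higher than in control tumors by 0.16, 0.04 and 0.09, with exact permutation p values of 0.242, 0.767 and 0.318. The difference for allograft rejection turned to −0.039 without control tumor 003. NES for the 40% tumors were 2.47 for IFNα (adjusted p = 2.63e-10), 2.23 for IFNγ (adjusted p = 1.10e-10), 1.04 for allograft rejection (adjusted p = 0.496) and 1.61 for interleukin signaling (adjusted p = 0.00707). In m.12,43660% against m.12,43640% tumors, 308 genes passed, 141 higher and 167 lower at 60%, and 2326 had an unadjusted p under 0.05. In 101 genes, or 0.623%, the groups did not overlap, where chance gives 0.0583%. Of the 308 genes, 141 also passed between m.12,43660% and control tumors, each in the same direction. Both comparisons hold the same m.12,43660% tumors, so a shared direction can arise from these tumors alone. *Slc7a2*, *Lbx1* (chromosome 19 of GRCm39, 45221109 to 45225311) and *Cdh1* rose most among genes whose groups do not overlap and whose mean is at least 1 on the log2 CPM scale, with log2 fold changes of 1.79, 1.20 and 1.03 (adjusted p = 0.00700, 0.0191 and 0.0244), and *Hunk* (chromosome 16, 90182901 to 90296443), *Krt8* (chromosome 15, 101905133 to 101912917) and *Fam13c* (chromosome 10, 70225670 to 70394834) fell most among such genes, with log2 fold changes of −1.77, −1.34 and −1.33 (adjusted p = 0.000729, 0.000729 and 0.00246). Of the immune genes, *Itgb2* was at 218 ± 23.0 CPM (SD, n = 7) at 60% and 128 ± 24.7 CPM (SD, n = 7) at 40%, a log2 fold change of 0.77 (standard error 0.13, adjusted p = 0.00937). *Srgn* rose by 0.65 (adjusted p = 0.0262), *Il2rg* by 0.57 (adjusted p = 0.0496), *Irf1* by 0.47 (adjusted p = 0.0836) and *Cd274* by 0.78 (adjusted p = 0.09997), while *Ptprc* rose by 0.49 (adjusted p = 0.148). From 40% to 60%, the scores rose by 0.21 for IFNα, 0.21 for IFNγ, 0.30 for allograft rejection and 0.19 for interleukin signaling, with exact permutation p values of 0.175, 0.139, 0.0781 and 0.120 (adjusted p = 0.351, 0.313, 0.313 and 0.313) and a smallest possible p of 0.000583. The NES were 2.38, 2.48, 2.59 and 2.28 in that order, with adjusted p values of 4.85e-10, 9.26e-17, 8.66e-17 and 5.67e-09.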

Higher heteroplasmies correlated with an increased signal in the same gene sets (Extended Data Fig. 3g,h) suggesting a heteroplasmy dose-dependent effect on the immune response. To benchmark these findings against human data, we called somatic mtDNA mutations in the Hartwig Medical Foundation (HMF) metastatic melanoma cohort and stratified patients by mtDNA mutation status into wild-type and >50% variant allele frequency (VAF) groups. This yielded a set of 355 tumor samples (272 wild type, 83 >50% VAF), with 233 having transcriptional profiles. Gene set enrichment analysis (GSEA) revealed consistent transcriptional phenotypes between patient tumors bearing high heteroplasmy pathogenic mtDNA mutations and those identified in our model systems (Fig. 3d and Extended Data Fig. 3i,j). To further dissect these effects, we used whole tumor single-cell RNA sequencing (scRNA-seq) across seven wild-type, three m.12,436^60%^, three m.11,944^60%^ and three m.12,436^80%^ tumors, resulting in 163,343 single-cell transcriptomes. Cells were clustered using Seurat and cellRanger, with preliminary cell ID determined by scType (Fig. 3e,f). Malignant cells were assigned based on low or nil *Ptprc* (CD45) expression, high epithelial score^13^ and aneuploidy determined by copyKAT analysis^14^ (Extended Data Fig. 4a–c). Wild-type tumor single-cell profiles were compared with the grouping of m.11,944^60%^, m.12,436^60%^ and m.12,436^80%^ tumor single-cell profiles for downstream analysis. 

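In cultured cells before implantation, the IFNα panel had 68 genes with enough counts. Its score was 4.13 ± 0.095 log2 CPM (SD, n = 4) in m.11,94460% cells and 3.94 ± 0.12 (SD, n = 4) in control cells, a difference of 0.18 (exact two-sided permutation p = 0.0571, adjusted p = 0.629 over 11 panels), with 45 of the 68 genes higher and, without the block, 0 past the threshold. For IFNγ, over 130 genes, the scores were 4.34 ± 0.092 (SD, n = 4) and 4.26 ± 0.11 (SD, n = 4), a difference of 0.08 (exact permutation p = 0.286, adjusted p = 0.629), with 74 genes higher. The glycolysis score, over 31 genes, was 7.05 ± 0.055 (SD, n = 4) and 7.10 ± 0.13 (SD, n = 4), a difference of −0.05 (exact permutation p = 0.600, adjusted p = 0.943), and it turned to 0.012 without control replicate 4. By preranked enrichment the NES was 1.65 for IFNα (adjusted p = 0.0107), 1.36 for IFNγ (adjusted p = 0.0811) and −1.14 for glycolysis (adjusted p = 0.460). Other immune panels moved the other way, with an NES of −2.10 for TNFα signaling (adjusted p = 3.02e-07) and −1.55 for the inflammatory response (adjusted p = 0.0219), and score differences of −0.23 and −0.14 (exact permutation p = 0.286 and 0.171). On ranks from edgeR, the NES of IFNγ was 1.32, with an adjusted p of 0.102. The interferon genes with the smallest p values were *Usp18*, with a log2 fold change of 1.48 (adjusted p = 0.576), *Vamp5*, which rose from 2.00 ± 0.277 CPM (SD, n = 4) to 3.56 ± 0.375 CPM (SD, n = 4), a log2 fold change of 0.83 (standard error 0.19, adjusted p = 0.576), and *Psmb9*, with one of 1.88 (adjusted p = 0.997) on as few as 1 count in a culture. With the replicate number as a block all 3 passed, with log2 fold changes of 1.47, 0.83 and 1.95 and adjusted p values of 0.0408, 0.0376 and 0.0439 from edgeR's test. With cultures paired by replicate number, the exact two-sided permutation p was 0.25 for each of the 3 panels, where 0.125 is the smallest that 4 pairs allow, so that this test could not pass the threshold.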

Consistent with bulk tumor transcriptional profiles, GSEA in malignant cells revealed increased IFNα and IFNγ signatures coupled with decreased glycolysis signatures in high-heteroplasmy tumors (Fig. 3g), which is not observed in vitro before implantation (Extended Data Fig. 3k,l). Downstream regulation of primary metabolic and subsequent immune signaling on malignant cells are also reflected in altered nutrient sensing by mTORC1, transcriptional control of metabolic genes by myc, and tumor necrosis factor alpha signaling (Fig. 3g). Subclustering and GSEA in non-malignant cell clusters revealed similar tumor-wide changes in transcriptional phenotype, with increased IFNα, IFNγ, inflammatory response and IL2-Stat5 signaling again observed (Fig. 3h–k and Extended Data Fig. 4d–k) as well as decreases in oxidative phosphorylation (Fig. 3l and Extended Data Fig. 4l). These indicators of a broad anti-tumor immune response were further supported by decreases in immunosuppressive tumor-resident S100a9^+^ neutrophils, Hmox1^+^ macrophages^15^ and Chil3^+^ monocytes^16^ as well as increases in pro-inflammatory Birc5^+^ (ref. ^17^) and CD74^+^ (ref. ^18^) macrophage populations (Fig. 3m and Extended Data Fig. 4m,n). Taken together, these data demonstrate that in a heteroplasmy-dependent fashion, *Mt-Nd5* mutation is sufficient to remodel the tumor microenvironment and promote an anti-tumor immune response.

**Fig. 3:**
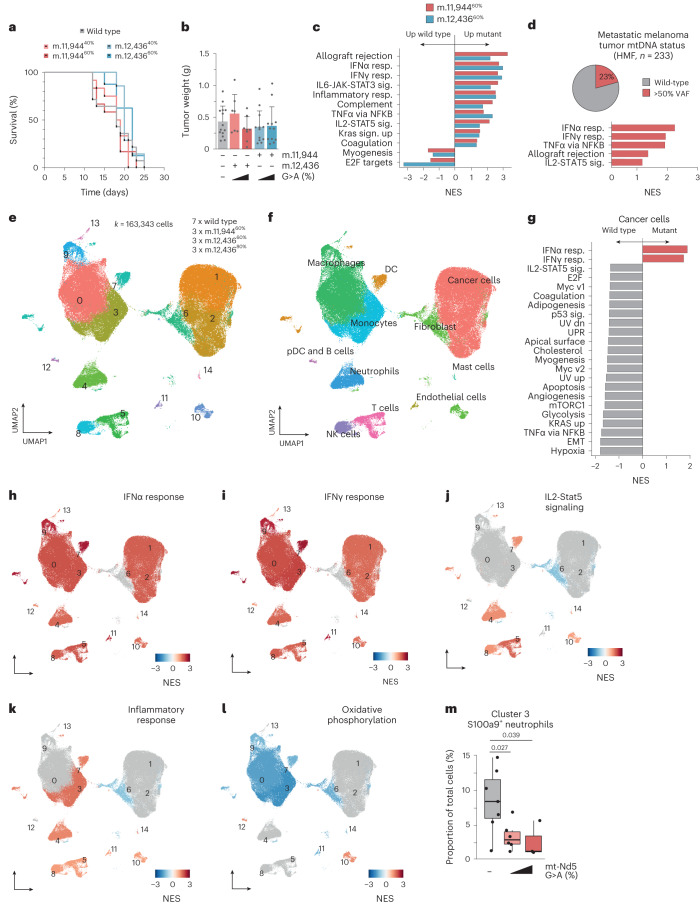
Tumor mtDNA mutations reshape the immune microenvironment. **a**, Survival of C57/BL6 mice subcutaneously injected with indicated cells (*n* = 14, 12, 7, 12 and 8 animals). **b**, Mean tumor weight at endpoint (*n* = 14, 12, 7, 12 and 8 individual tumors). Error bars, s.d. **c**, GSEA of bulk tumor RNA-seq data (*n* = 5–6 individual tumors per genotype). Only gene sets with *P*_adj_ < 0.1 are shown. TNFα, tumor necrosis factor alpha. **d**, GSEA of RNA-seq obtained from HMF database of patients with metastatic melanoma. Cancers are stratified by mtDNA status into wild type and mtDNA mutant with >50% VAF. **e**, UMAP of Seurat clustered whole tumor scRNA-seq from indicated samples. **f**, UMAP indicating cell type IDs. DC, dendritic cells; pDC, plasmacytoid dendritic cell; NK, natural killer. **g**, GSEA of malignant cells identified in scRNA-seq analysis. Comparison is wild-type tumors versus all mutant tumors. **h**–**l**, UMAPs colored by GSEA score for IFNα response (**h**), IFNγ response (**i**), IL2-Stat5 signaling (**j**), inflammatory response (**k**) and oxidative phosphorylation (**l**). **m**, Proportion of tumor-resident S100a9^+^ neutrophils relative to total malignant and non-malignant cells (*n* = 7, 6 and 3 individual tumors). Boxplots indicate mean and interquartile range; error bars, s.e.m. One-way ANOVA test with Sidak multiple comparisons test (**b**), two-tailed Wilcoxon signed rank test (**c**,**d**,**g**–**l**) and two-tailed Student’s *t*-test (**m**) were applied. Number of replicates are described across conditions from left to right as presented. Source data

### mtDNA mutations sensitize tumors to checkpoint blockade

Treatment of malignant melanoma can include immune checkpoint blockade (ICB) with monoclonal antibodies against T cell-expressed immune checkpoint receptor PD1, blocking PD-L1 and PD-L2 binding to limit tumor-induced immune tolerance^19^. However, the effectiveness of anti-PD1 treatments and ICB response in patients with melanoma is variable, with a substantial proportion of patients demonstrating limited or no response to treatment while experiencing a poor morbidity profile. Limited efficacy of ICB has previously been linked to immunosuppressive tumor-associated neutrophils^20,21^; therefore, we reasoned that the altered tumor immune microenvironment (TIME) of *Mt-Nd5* mutant tumors could allow for differential sensitivity to ICB, even in an aggressive model of poorly immunogenic melanoma such as B78-D14. This hypothesis was further motivated by the observation that the depleted neutrophil population also demonstrated the highest detected PD-L1 expression in mtDNA mutant tumors (Extended Data Fig. 4o). To this end, we performed further subcutaneous syngeneic allografts of m.12,436^40%^, m.12,436^60%^, m.12,436^80%^, m.11,944^40%^, m.11,944^60%^ and wild-type tumors in immunocompetent animals. Tumors grew untreated for 7 days post graft, and animals were then dosed with a regimen of intraperitoneal anti-PD1 monoclonal antibody every 3 days until the conclusion of the experiment at a fixed point of 21 days (Fig. 4a). A heteroplasmy-defined decrease in tumor weight at endpoint was observed across the mtDNA mutant tumors, with higher mutant heteroplasmies exhibiting greater response to treatment (Fig. 4b,c and Extended Data Fig. 4p), consistent with increased sensitivity of mtDNA mutant tumors to immunotherapy. To further investigate these effects, we produced additional independent models of aggressive murine melanoma, yielding Hcmel12 (Hgf^OE^, Cdk4^R24C^)^22^ cells bearing ~80% m.12,436G>A mutation as well as highly immunogenic 4434 (BRAF^V600E^)^23^ cells bearing ~72% m.12,436G>A mutation (Extended Data Fig. 5a). Both cell lines demonstrated consistent cellular, proteomic and metabolic phenotypes with B78-D14 (Extended Data Fig. 5b–v). Hcmel12 and 4434 mutant and wild-type cells were engrafted into mice, with a similar experimental workflow as previously used (Fig. 4d,g). When untreated, Hcmel12 mutant and wild-type tumors demonstrated comparable time to endpoint and tumor weight at endpoint in both immune-competent and immunocompromised animals (Extended Data Fig. 6a–d). Bulk heteroplasmy, mtDNA copy number, and metabolic and transcriptional profiles of Hcmel12 tumors were similar to those observed in B78-D14 tumors (Extended Data Fig. 6e–h). Untreated 4434 mtDNA mutant tumors demonstrated an extended time to endpoint compared with wild-type 4434 tumors with similar weights at endpoint (Extended Data Fig. 6a,b) probably reflective of the baseline immunogenic state of 4434 tumors when combined with mtDNA mutation, reinforced by the observation that heteroplasmy at endpoint in untreated 4434 mutant tumors was depleted relative to B78-D14 or Hcmel12 (Extended Data Fig. 6e). When anti-PD1 treatment was administered, an enhanced, mtDNA mutation-dependent response was observed in Hcmel12^80%^ mutant tumors (Fig. 4e,f), whereas the immunogenic 4434 tumor model bearing mtDNA mutation underwent complete regression in all subjects (Fig. 4h,i). Enhanced sensitivity to anti-PD-L1 and anti-CTLA4 regimens was also observed in Hcmel^80%^ tumors (Fig. 4e).

**Fig. 4:**
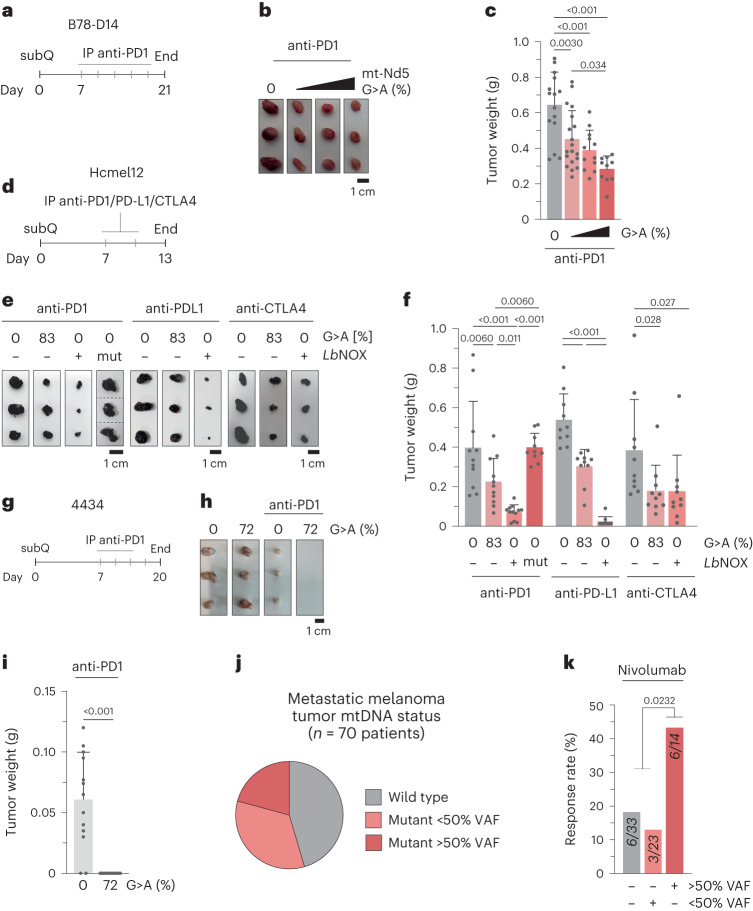
mtDNA mutation and cyto*Lb*NOX-associated microenvironment remodeling sensitizes tumors to checkpoint blockade. **a**, Schematic of the experimental plan and dosing regimen for B78-D14 tumors with anti-PD1 monoclonal antibody (mAb). **b**, Representative images of isolated tumors at day 21. **c**, Tumor weights at day 21 (*n* = 15, 19, 12 and 10 individual tumors). **d**, Schematic of experimental plan and dosing regimen for Hcmel12 tumors with anti-PD1, anti-PD-L1 or anti-CTLA4 mAbs. **e**, Representative images of collected tumors at day 13 for each drug regimen. **f**, Tumor weights at day 13 (*n* = 11, 11, 12 and 10 anti-PD1, *n* = 12 anti-PD-L1 and *n* = 12 anti-CTLA4 individual tumors) for each drug regimen. **g**, Schematic of the experimental plan and dosing regimen for 4434 tumors with anti-PD1 mAb. **h**, Representative images of treated tumors at day 20 and untreated tumors at endpoint. **i**, Tumor weights at day 21 (*n* = 13 individual tumors). **j**, Stratification of a metastatic melanoma patient cohort by mtDNA status. **k**, Response rate of patients to nivolumab by tumor mtDNA mutation status. *P* values were determined using one-way ANOVA with Sidak multiple comparisons test (**c**,**f**), one-tailed Student’s *t*-test (**i**) or chi-squared test (**k**). Error bars, s.d. Measure of centrality is mean. Number of replicates are described across conditions from left to right as presented. Source data

### Redox imbalance controls the immunomodulatory effect

It has been shown previously that immune cell proliferation and activation can be regulated by metabolite composition^24^. To determine whether the enhanced ICB response owing to the altered TIME was driven by cell non-autonomous metabolic or secreted factors at the primary site, we used conditioned medium transfer with bone marrow-derived cells and splenocyte cultures, demonstrating no substantive differential activation of immune signaling for mtDNA mutant-derived conditioned medium (Extended Data Figs. 7 and 8a–c). To further investigate the underlying sensitization, we next modified wild-type Hcmel12 cells to reproduce key elements of the high heteroplasmy mutant *Mt-Nd5*-associated phenotype—specifically, an altered redox state and decreased basal OCR—by constitutively expressing cyto*Lb*NOX or a catalytic mutant of the enzyme (Extended Data Fig. 9a–i). When grafted into mice, Hcmel12 cyto*Lb*NOX and catalytic mutant tumors demonstrated comparable time to endpoint and tumor weight at endpoint as wild-type or *Mt-Nd5* mutant tumors (Extended Data Fig. 9j,k). When challenged with anti-PD1 treatment, Hcmel12 cyto*Lb*NOX tumors recapitulate the response of Hcmel12 *Mt-Nd5* m.12,436^80%^ tumors, whereas catalytic mutant tumors were unresponsive (Fig. 4e,f). Taken together with metabolic measurements demonstrating subtle changes in the metabolite profiles of mtDNA mutant tumors and a lack of consonance between these and the cyto*Lb*NOX tumor metabolic profile (Extended Data Fig. 9i), these data suggest that primary site metabolite composition is not a direct mediator of the anti-tumor immune response under these conditions. Furthermore, these data support the notion that altered cellular redox poise, in the absence of broader metabolic changes associated with mtDNA mutation, is sufficient to sensitize tumors to ICB. Treatment of Hcmel12 wild type, m.12436^80%^ and cyto*Lb*NOX tumors with anti-PD1 to an extended humane endpoint demonstrated limited survival extension of m.12436^80%^ tumor-bearing mice, whereas the majority of cyto*Lb*NOX tumors underwent complete regression (Extended Data Fig. 9l–o). Sensitization to anti-PD1 was dependent on and negatively correlated with the proportion of tumor-resident neutrophils, as manipulated by tumor neutrophil-increasing granulocyte colony-stimulating factor treatment or neutrophil-depleting anti-Ly6G treatment (Extended Data Figs. 8a,d–e and 10). To benchmark these findings from mice against clinical data, we re-analyzed a previously reported, well-characterized cohort of patients with treatment-naive metastatic melanoma who received the anti-PD1 monoclonal antibody nivolumab^25^. By identifying mtDNA mutant cancers and stratifying this patient cohort solely based on cancer mtDNA mutation status (Fig. 4j), the 70 patients in this cohort were divided into three groups: mtDNA wild type (33), <50% VAF (23) and >50% VAF (14). The cancer mtDNA mutation-status-naive cohort response rate was 22% for partial or complete responses to nivolumab; however, the rate of response for >50% mtDNA mutation VAF cancers was 2.6-fold greater than wild-type or <50% VAF cancers (Fig. 4k).

## Discussion

These data confirm that somatic mtDNA mutations, commonly observed in human tumors, can exert direct effects on cancer cell metabolic phenotypes. In contrast with clinically presented mitochondrial disease owing to germline mtDNA mutation^2^, tumor mtDNA mutations are able to exert effects at a comparably low heteroplasmic burden and without dramatically impacting energy homeostasis. The direct link we observed between redox perturbations and enhanced glycolytic flux subtly alters our view of mtDNA mutation to a potentially adaptive gain-of-function rather than an exclusively loss-of-function event, and the discovery that cancer-relevant mtDNA mutations can underpin aerobic glycolysis in cancer cells warrants further assessment of the relationship between classical Warburg metabolism^26^ and mtDNA mutation status.

In addition to cell-autonomous metabolic impacts, the data here reveal that a functional consequence of somatic mtDNA mutation in tumor biology is a remodeling of the TIME, mediating therapeutic susceptibility to ICB. Although we have demonstrated that tumor-resident neutrophils are a key mediator of the immunomodulatory impact of redox perturbation, it seems likely that the loss of neutrophils in redox-modified tumors is a secondary effect owing to T cell activation and proliferation, influencing neutrophil recruitment to the tumor and subsequent activity in the draining lymph node^27^. It has been shown previously that the mutational burden of mtDNA is not correlated with nuclear DNA tumor mutational burden^1^. Thus, enhanced sensitivity to ICB owing to mtDNA mutation, in the context of both immunogenic and non-immunogenic models of melanoma, supports the notion that cancer cell-specific redox perturbation acts as an independent, sensitizing effector of ICB, with synergistic potential. Truncating mutations in mtDNA, analogous to those described here, affect ~10% of all cancers regardless of tissue lineage, with non-truncating, pathogenic mtDNA mutations presenting in a further 40–50% of all cancers^3^. A broad influence over the anti-tumor immune response in these cancers might also be expected.

In addition to the exploitation of mtDNA mutant tumor vulnerability and stratification of patients for ICB, the data presented here suggest that the ICB response-governing effects observed are principally cancer-cell-intrinsic and redox-state-mediated in nature. Recreating such states in mtDNA wild-type cancer, for both immune-responsive and non-responsive tumor types, could therefore also be of therapeutic benefit.

## Methods

Our research complies with all relevant ethical regulations. Animal experiments were carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 (P72BA642F) and by adhering to the ARRIVE guidelines with approval from the local Animal Welfare and Ethical Review Board of the University of Glasgow. Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Maintenance, transfection and FACS of cell lines

B78 melanoma cells (RRID: CVCL_8341), Hcmel12 cells^22^ and 4434 cells^24^ were maintained in DMEM containing GLUTAMAX, 0.11 g l^−1^ sodium pyruvate and 4.5 g l^−1^ d-glucose (Life Technologies), supplemented with 1% penicillin–streptomycin (Life Technologies) and 10% FBS (Life Technologies). Cells were grown in incubators at 37 °C and 5% CO_2_. Cells were transfected using Lipofectamine 3000 (Life Technologies) using a ratio of 5 µg DNA:7.5 µl Lipofectamine 3000. Cells were sorted as previously described^28^ and thereafter grown in the same base DMEM media supplemented with 20% FBS and 100 µg m^−1^ of uridine (Sigma).

B78 melanoma cells were sourced from ATCC. Hcmel12, YUMM1.7 Clone 7, YUMM1.7, 4434 and 5555 melanoma cells were gifted by A. Viros (Cancer Research UK Manchester Institute).

### Use of animal models

Mice were housed in conventional cages in an animal room at a controlled temperature (19–23 °C) and humidity (55 ± 10%) under a 12 h light:12 h dark cycle. Experiments used male C57BL/6 or NOD scid gamma mice at ~8 weeks of age that were injected subcutaneously with either 2.5 × 10^5^ B78 cells or 1 × 10^4^ HcMel12 cells, both prepared in 1:1 RPMI (Life Technologies) and Matrigel (Merck). For 4434 cells, 3 × 10^6^ cells were prepared in PBS and injected subcutaneously. Untreated mice were killed at an endpoint of 15 mm tumor measurement, which was not exceeded for any experiment. Mice receiving immunotherapy were killed at a fixed timepoint of day 21, 13 or 20 for tumors derived from B78-D14, Hcmel12 or 4434 cells, respectively.

For immunotherapy experiments, mice were put on a dosing regimen of 200 µg of anti-PD1 given intraperitoneally twice per week. The first dose was given 7 days post injection and all mice were killed at 21 or 13 days post injection for B78 or HcMel12 cells, respectively.

Either 5 µg mouse recombinant granulocyte colony-stimulating factor (Stemcell) or 100 µg anti-mouse Ly6G–clone 1A8 (2B Scientific) was given intraperitoneally every 2 days post engraftment to mice for neutrophil depletion experiments.

### Construction of DdCBE plasmids

TALEs targeting mt.12,436 and mt.11,944 were constructed with advice from B. Mok and D. Liu (Broad Institute, USA). TALEs were synthesized (Thermo Fisher GeneArt) and assembled as illustrated in Fig. 1a, with the left TALEs being cloned into pcDNA3.1^−^_mCherry^29^ and the right into pTracer CMV/Bsd^29^, allowing for the co-expression of mCherry and GFP, respectively.

### Pyrosequencing assay

DNA was extracted from cell pellets using the DNeasy Blood & Tissue Kit (Qiagen) as per the manufacturer’s instructions. PCR was then performed using the PyroMark PCR Mix (Qiagen) for 50 cycles with an annealing temperature of 50 °C and an extension time of 30 s. PCR products were run on the PyroMark Q48 Autoprep (Qiagen) as per the manufacturer’s instructions.

### Statistical analysis of human melanoma genomic data

Figures and statistical analysis for human subject data for HMF and IMPACT cohorts were conducted in the R statistical programming environment (v.1.4.1717). Figures were generated using the ggplot2 library. For proportions, 95% confidence intervals were calculated using the Pearson–Klopper method, and rates were calculated by Poisson’s exact test. *P* values represent comparisons from Fisher’s exact test.

### mtDNA sequencing

Cellular DNA was amplified to create two ~8 kbp overlapping mtDNA products using PrimeStar GXL DNA Polymerase (Takara Bio) as per the manufacturer’s instructions. Resulting amplicons were sequenced using the Illumina Nextera kit (150 cycle, paired-end). To determine the percentage of non-target C mutations in mtDNA, we first identified all C and G nucleotides with adequate sequencing coverage (>1000×) in both the reference and experimental samples. Then, for each of the four experimental samples, we identified positions for which sequencing reads in the experimental sample corresponded to G>A or C>T mutations. We further filtered the resulting list of mutations to retain only those with a heteroplasmy over 2% and removed mutations that were also present in control samples. Finally, the non-target percentage was calculated as the fraction of total possible C or G positions that were mutated.

### Proteomics methodology

#### Sample preparation

Cells were lysed in a buffer containing 4% SDS in 100 mM Tris-HCl pH 7.5 and 55 mM iodoacetamide. Samples were then prepared as previously described^30^, with minor modifications. Alkylated proteins were digested first with endoproteinase Lys-C (1:33 enzyme:lysate) for 1 h, followed by overnight digestion with trypsin (1:33 enzyme:lysate). Digested peptides from each experimental condition and a pool sample were differentially labeled using TMT16-plex reagent (Life Technologies) as per the manufacturer’s instructions. Fully labeled samples were mixed in equal amounts and desalted using 100 mg Sep Pak C18 reverse-phase solid-phase extraction cartridges (Waters). TMT-labeled peptides were fractionated using high-pH reverse-phase chromatography on a C18 column (150 × 2.1 mm internal diameter; Kinetex EVO (5 μm, 100 Å)) on a high-performance liquid chromatography system (LC 1260 Infinity II, Agilent). A two-step gradient was applied, 1% to 28% B (80% acetonitrile) over 42 min, then from 28% to 46% B over 13 min to obtain a total of 21 fractions for mass spectrometry analysis.

#### Ultra-high-performance liquid chromatography–tandem mass spectrometry

Peptides were separated by nanoscale C18 reverse-phase liquid chromatography using an EASY-nLC II 1200 (Life Technologies) coupled to an Orbitrap Fusion Lumos mass spectrometer (Life Technologies). Elution was carried out using a binary gradient with buffer A (water) and buffer B (80% acetonitrile), both containing 0.1% formic acid. Samples were loaded with 6 µl of buffer A into a 50 cm fused silica emitter (New Objective) packed in-house with ReproSil-Pur C18-AQ, 1.9 μm resin (Dr Maisch GmbH). The packed emitter was kept at 50 °C by means of a column oven (Sonation) integrated into the nanoelectrospray ion source (Life Technologies). Peptides were eluted at a flow rate of 300 nl min^−1^ using different gradients optimized for three sets of fractions: 1–7, 8–15 and 16–21 (ref. ^30^). Each fraction was acquired for a duration of 185 min. Eluting peptides were electrosprayed into the mass spectrometer using a nanoelectrospray ion source (Life Technologies). An active background ion reduction device (ESI Source Solutions) was used to decrease the air contaminants signal level. Xcalibur software (Life Technologies) was used for data acquisition. A full scan over mass range of 350–1400 *m*/*z* was acquired at 60,000 resolution at 200 *m*/*z*, with a target value of 500,000 ions for a maximum injection time of 50 ms. Higher energy collisional dissociation fragmentation was performed on the most intense ions during 3 s cycle time, for a maximum injection time of 120 ms or a target value of 100,000 ions. Peptide fragments were analyzed in the Orbitrap at 50,000 resolution.

#### Data analysis

The mass spectrometry raw data were processed with MaxQuant software^29^ (v.1.6.1.4) and searched with the Andromeda search engine^31^, querying SwissProt^32^ *Mus musculus* (25,198 entries). First and main searches were performed with precursor mass tolerances of 20 ppm and 4.5 ppm, respectively, and a tandem mass spectrometry (MS/MS) tolerance of 20 ppm. The minimum peptide length was set to six amino acids and specificity for trypsin cleavage was required, allowing up to two missed cleavage sites. MaxQuant was set to quantify on ‘Reporter ion MS2’, and TMT16plex was set as the isobaric label. Interference between TMT channels was corrected by MaxQuant using the correction factors provided by the manufacturer. The ‘filter by PIF’ option was activated and a ‘reporter ion tolerance’ of 0.003 Da was used. Modification by iodoacetamide on cysteine residues (carbamidomethylation) was specified as variable, as well as methionine oxidation and amino-terminal acetylation modifications. The peptide, protein and site false discovery rate (FDR) was set to 1%. The MaxQuant output ProteinGroup.txt file was used for protein quantification analysis with Perseus software^33^ (v.1.6.13.0). The datasets were filtered to remove potential contaminants and reverse peptides that match the decoy database and proteins only identified by site. Only proteins with at least one unique peptide that were quantified in all replicates in at least one experimental group were used for analysis. Missing values were added separately for each column. The TMT-corrected intensities of proteins were normalized first by the median of all intensities measured in each replicate and then by using the LIMMA plugin^34^ in Perseus. Significantly regulated proteins between two groups were selected using a permutation-based Student’s *t*-test, with an FDR set at 1%.

### Protein extraction and measurement

Cell pellets were lysed in RIPA buffer (Life Technologies) supplemented with cOmplete Mini Tablets and cOmplete Mini Protease Inhibitor Tablets (Roche). Samples were incubated on ice for 20 min and then spun at 14,000×*g* for 20 min. The isolated supernatant containing total cellular protein was then quantified using a DC Protein Assay (Bio-Rad Laboratories) performed as per the manufacturer’s instructions.

### Immunoblotting

To detect protein by western blotting, 60 µg of protein was resolved on SDS–PAGE 4–12% Bis-Tris Bolt gels (Life Technologies). Protein was transferred onto a nitrocellulose membrane using a Mini Trans-Bolt Cell (Bio-Rad Laboratories). Membranes were then stained with Ponceau S Staining Solution (Life Technologies) to measure loading before overnight incubation with the primary antibody prepared in 5% milk in 1× TBST. Imaging was performed using the Odyssey DLx imaging system (Licor).

Antibodies used were Total OXPHOS Rodent WB antibody cocktail (1:800; ab110413, Abcam), Monoclonal Anti-FLAG M2 antibody (1:1000; F1804, Sigma) and Recombinant anti-vinculin antibody (1:10,000; ab129002, Abcam).

### Mitochondrial isolation

Cells were grown in Falcon Cell Culture 5-layer Flasks (Scientific Laboratory Supplies) and grown to near 100% confluency. Cells were then collected, and mitochondria were extracted as previously described^35^.

### Blue-native PAGE

Isolated mitochondria were solubilized in 1× NativePage Sample Buffer supplemented with 1% digitonin (Life Technologies). Samples were incubated on ice for 10 min and then centrifuged at 20,000×*g* for 30 min at 4 °C. Supernatants were isolated and total extracted protein was quantified using the DC Protein Assay (Bio-Rad Laboratories). Samples were prepared and run on NativePage 4–12% Bis-Tris gels as per the manufacturer’s instructions (Life Technologies). For immunoblotting, samples were transferred onto PVDF membranes using a Mini Trans-Bolt Cell (Bio-Rad Laboratories). Subsequent probing and imaging was performed as described above for immunoblotting. Loading was visualized using Coomassie Blue on a duplicate gel.

In-gel assays were performed for complex I and II activity as previously described^35^.

### Digital droplet PCR

Samples were prepared in triplicate in a 96-well plate using 1 ng of DNA, 100 nM of each primer, 10 µl of QX200 ddPCR EvaGreen Supermix and water to 20 µl. Droplet generation, PCR and measurements were then performed on the QX200 Droplet Digital PCR System (Bio-Rad Laboratories) as per the manufacturer’s instructions, with the primer annealing temperature set at 60 °C.

### Seahorse assay

The Seahorse XF Cell Mito Stress Test (Agilent) was performed as per the manufacturer’s instructions. In brief, cells were plated into a Seahorse 96-well plate at 2 × 10^4^ cells per well 1 day before the assay. A sensor cartridge was also allowed to hydrate in water at 37 °C overnight. The water was replaced with Seahorse XF Calibrant and the sensor cartridge was re-incubated for 45 min. Oligomycin, FCCP, rotenone and antimycin A were then added to their respective seahorse ports to a final concentration of 1 µM in the well before sensor calibration on the Seahorse XFe96 Analyzer (Agilent). Meanwhile, cell media was replaced with 150 µl Seahorse XF Media supplemented with 1% FBS, 25 mM glucose, 1 mM sodium pyruvate and 2 mM glutamine and incubated at 37 °C for 30 min. The cell plate was then inserted into the analyzer post calibration and run.

For read normalization, protein extraction and measurement was performed as described above.

### Mitochondrial membrane potential and pH gradient

Membrane potential and pH gradient were measured using multi-wavelength spectroscopy as previously described^36,37^. In brief, cultured cells were disassociated by gentle tapping and then spun down and re-suspended at a density of 1 × 10^7^ cells per ml in FluroBrite supplemented with 2 mM glutamine in a temperature-controlled chamber. Changes in mitochondrial cytochrome oxidation states were then measured with multi-wavelength spectroscopy. The baseline oxidation state was measured by back-calculation using anoxia to fully reduce the cytochromes, and a combination of 4 μM FCCP and 1 μM rotenone was used to fully oxidize the cytochromes. The membrane potential was then calculated from the redox poise of the b-hemes of the *bc*_1_ complex, and the pH gradient was measured from the turnover rate and redox span of the *bc*_1_ complex using a model of turnover^37^.

### Mitochondrial NADH oxidation state

Changes in NAD(P)H fluorescence were measured simultaneously with mitochondrial membrane potential using 365 nm excitation. The resultant emission spectrum was then measured with multi-wavelength spectroscopy^36^. The baseline oxidation state of the mitochondrial NADH pool was back-calculated using anoxia to fully reduce and 4 μM FCCP to fully oxidize the mitochondrial NADH pool, respectively, assuming the cytosolic NADH pool and NADPH pools did not change with these interventions and short time period.

### In vitro metabolomics

Cells were seeded 2 days before metabolite extraction to achieve 70–80% confluency on the day of extraction. The following day, cells were replenished with excess fresh media to prevent starvation at the point of extraction. For steady-state experiments, media was prepared as described above with the substitution of GLUTAMAX with 2 mM l-glutamine. For U-^13^C-glucose and 4-^2^H_1_-glucose isotope tracing experiments, media was prepared as follows: DMEM, no glucose (Life Technologies) supplemented with 0.11 g l^−1^ sodium pyruvate, 2 mM l-glutamine, 20% FBS, 100 µg m^−1^ uridine and 25 mM glucose isotope (Cambridge Isotopes). For isotope tracing experiments using U-^13^C-glutamine and 1-^13^C-glutamine, DMEM containing 4.5 g l^−1^ d-glucose and 0.11 g l^−1^ sodium pyruvate was supplemented with 20% FBS, 100 µg ml^−1^ uridine and 4 mM glutamine isotope (Cambridge Isotopes).

On the day of extraction, 20 µl of media was added to 980 µl of extraction buffer from each well. Cells were then washed twice with ice-cold PBS. Extraction buffer (50:30:20, v/v/v, methanol/acetonitrile/water) was then added to each well (600 µl per 2 × 10^6^) and incubated for 5 min at 4 °C. Samples were centrifuged at 16,000×*g* for 10 min at 4 °C and the supernatant was transferred to liquid chromatography–mass spectrometry (LCMS) glass vials and stored at −80 °C until run on the mass spectrometer.

Mass spectrometry and subsequent targeted metabolomics analysis was performed as previously described^38^ using Tracefinder (v.5.1). Compound peak areas were normalized using the total measured protein per well quantified with a modified Lowry assay^38^.

### In vitro measurements of fumarate

Samples were prepared as described above.

Fumarate analysis was carried out using a Q Exactive Orbitrap mass spectrometer (Thermo Scientific) coupled to an Ultimate 3000 high-performance liquid chromatography system (Thermo Fisher Scientific). Metabolite separation was done using a HILIC-Z column (InfinityLab Poroshell 120, 150 × 2.1 mm, 2.7 µm, Agilent) with a mobile phase consisting of a mixture of A (40 mM ammonium formate, pH 3) and B (90% ACN / 10% 40 mM ammonium formate). The flow rate was set to 200 µl min^−1^ and the injection volume was 5 µl. The gradient started at 10% A for 2 min, followed by a linear increase to 90% A for 15 min; 90% A was then maintained for 2 min, followed by a linear decrease to 10% A for 2 min and a final re-equilibration step with 10% A for 5 min. The total run time was 25 min. The Q Exactive mass spectrometer was operated in negative mode with a resolution of 70,000 at 200 *m/z* across a range of 100 to 150 *m/z* (automatic gain control) target of 1 × 10^6^ and maximum injection time of 250 ms. Subsequent targeted metabolomics analysis was performed as previously described^38^ using Tracefinder (v.5.1). Compound peak areas were normalized using the total measured protein per well quantified with a modified Lowry assay^38^.

### siRNA knockdown for metabolomics

A total of 1.2 × 10^4^ cells were plated into 12-well cell culture plates and incubated at 37 °C and 5% CO_2_ overnight. The following day, cells were transfected with 5 µl of 5 µM siRNA with 5 µl of DharmaFECT 1 Transfection Reagent (Horizon Discovery). Cells were either transfected with ON-TARGETplus MDH1 siRNA (L-051206-01-0005; Horizon Discovery) or ON-TARGETplus non-targeting control siRNA (D-001810-10-05; Horizon Discovery). Cells were supplemented with excess media the following day and metabolites were extracted 48 h post transfection as outlined above. Mass spectrometry and subsequent targeted metabolomics analysis was performed as previously described^38^, using Tracefinder (v.5.1). Compound peak areas were normalized using the total measured protein per well quantified with a modified Lowry assay^38^.

### LbNOX treatment for metabolomics

pUC57-LbNOX (Addgene, no. 75285) and pUC57-mitoLbNOX (Addgene, no. 74448) were gifts from V. Mootha. Both enzyme sequences were amplified using Phusion PCR (Life Technologies) as per the manufacturer’s instructions. These products were cloned into pcDNA3.1^−^_mCherry^29^ through the *NheI* and *BamHI* restriction sites and used for subsequent experiments.

Cells were transfected and sorted as described above, and 3 × 10^4^ mCherry^+^ cells were plated per well into a 12-well plate. Cells were allowed to recover overnight at 37 °C and 5% CO_2_ followed by the addition of excess media to each well. Metabolites were extracted the following day and analyzed as outlined above. Mass spectrometry and subsequent targeted metabolomics analysis were performed as previously described^38^ using Tracefinder (v.5.1). Compound peak areas were normalized using the total measured protein per well quantified with a modified Lowry assay^38^.

### Bulk tumor metabolomics

Tumor fragments (20–40 mg) were flash-frozen on dry ice when collected. Metabolites were extracted using the Precellys Evolution homogenizer (Bertin) with 25 µl of extraction buffer per mg of tissue. Samples were then centrifuged at 16,000×*g* for 10 min at 4 °C and the supernatant was transferred to LCMS glass vials and stored at −80 °C until analysis.

Samples were run and subsequent targeted metabolomics analysis was performed as previously described^38^ using Tracefinder (v.5.1). Compound peak areas were normalized using the mass of the tissue.

### IC_50_ measurements

Cells were plated in a 96-well plate at 500 cells per well in 200 µl of cell culture media. The following day, the media was replaced with 0–100 mM 2-deoxyglucose, 0–1 M metformin, 0–10 µM rotenone and 0–1 mM oligomycin in quadruplicate. Plates were imaged once every 4 h on an IncuCyte Zoom (Essen Bioscience) for 5 days. Final confluency measurements were calculated using the system algorithm and the IC_50_ was determined by GraphPad Prism.

### Hematoxylin and eosin staining

Hematoxylin and eosin staining and slide scanning were performed as previously described^39^.

### Bulk cell and tumor RNA-seq

#### RNA extraction and sequencing

Cell pellets were stored at −80 °C. Tumor fragments (20–40 mg) were stored in RNAlater (Sigma) at −80 °C. Samples were sent to GeneWiz Technologies for RNA extraction and sequencing.

#### Data processing

Bulk RNA-seq reads were aligned against the mouse reference genome GRCm39 using STAR two-pass alignment (v.2.7.10a) with default settings^40^. FeatureCounts from the subread package (v.2.0.3) using genomics annotations in GTF format (Mus_musculus.GRCm39.107.gtf) were used to derive the gene count matrix^41^. Counts were normalized to gene length and library size using the weighted trimmed mean of M-values method in the edgeR package (v.3.40.1)^42^.

#### Differential gene expression

Differential gene expression tests were applied by using limma-voom in the limma package (v.3.54.0)^34,43^. Significant differential expression was set to an FDR-adjusted *P* value of <0.1.

#### Gene set enrichment analysis

Genes are pre-ranked by the sign of the log_2_ fold changes between experimental and control conditions multiplied by −log_10_ of the *P* value derived from the differential gene expression test calculated by limma-voom. Pre-ranked gene lists and Hallmark pathway gene sets (mh.all.v2022.1.Mm.symbols.gmt) were used as the input for the fgsea function in the fgsea R package (v.1.22.0) to perform the GSEA^44^.

### scRNA-seq methodology

#### Tumor preparation

Tumors were dissected into small pieces and re-suspended in digestion buffer (RPMI (Gibco) containing 100 U ml^−1^ Collagenase IV (Sigma), 500 U ml^−1^ Collagenase II (Sigma) and 0.2 mg ml^−1^ DNase I (Sigma)). Samples were incubated on a shaker at 37 °C for 40 min and vigorously shaken at the 20 and 40 min mark. Samples were passed through a 70 µM cell strainer (Fisher Scientific) and pelleted at 800×*g* for 2 min. Samples were re-suspended in FACS buffer (PBS containing 2% FBS (Gibco)) with 1 µg ml^−1^ DAPI stain (Life Technologies). Approximately 100,000 live cells were sorted into PBS + 0.04% BSA.

#### Processing of samples for sequencing

Single-cell suspensions were processed through a 10× Genomics Chromium controller using the Single Cell Gene Expression kit (10× Genomics, Chromium Next GEM Single Cell 3′ Kit v.3.1) to generate emulsions, which were first reverse-transcribed and then PCR-amplified to generate cDNA. Sequencing libraries were then generated using 10 µl of cDNA as outlined in the 10× Genomics protocol (CG000315 Rev C). In brief, cDNA was first fragmented, end-repaired and adaptors ligated, followed by PCR amplification and size selection to generate final libraries, which were sequenced on a NovaSeq S4 flowcell (Illumina) to a depth of 25,000 reads per cell.

#### Pre-processing of scRNA transcriptomics data, batch effect correction and clustering

CellRanger (v.7.0.1) was used to map the reads in the FASTQ files to the mouse reference genome (GRCm39)^45^. The Seurat (v.4.2.0) package in R (v.4.2.1) was used to handle the pre-processed gene count matrix generated by cellRanger^46^. As an initial quality-control step, cells with fewer than 200 genes as well as genes expressed in less than three cells were filtered out. Cells with >5% mitochondrial counts, unique molecular identifier counts of >37,000 and gene counts of <500 were then filtered out, resulting in 163,343 cells. The filtered gene counts matrix (31,647 genes and 127,356 cells) was normalized with the NormalizeData function using the log(Normalization) method and scale.factor to 10,000. The FindVariableFeatures function was used to identify 2,000 highly variable genes for principal component analysis. The first 50 principal components were selected for downstream analysis. The RunHarmony function from the harmony package (v.0.1.0) with default parameters was used to correct batch effects^47^. The RunUMAP function with the reduction from ‘harmony’ was used to generate uniform manifold approximation and projection (UMAP) plots for cluster analysis. The FindClusters function was used with the resolution parameter set to 0.2.

The clustifyr package in R (v.1.8.0) was used to calculate the Pearson correlation coefficient between the average gene expression of each cluster and the reference data containing 253 sorted mouse immune cells (ref_immgen) from clustifyrdatahub (v.1.6.0)^48^. The Pearson correlation coefficient threshold was set to 0.53 by clustifyr. We manually reviewed the differentially expressed genes in each cluster using the FindAllMarkers functions with parameters only.pos=TRUE, min.pct=0.25 and logfc.threshold=0.25 set to well-known marker genes to further adjust the cell type assignments. This included Ptprc for pan-immune cells, Cd3e for pan-T cells, Ncr1 for natural killer cells, Siglech for plasmacytoid dendritic cells, CD79a for B cells, Kit for mast cells, Csf3r for neutrophils, Xcr1, Itgax for conventional dendritic cells and CD14 for pan-myeloid cells. Clusters that did not contain more than 50% tumor cells or cells expressing Ptprc were filtered out, yielding a final 15 clusters.

T cell and natural killer cell sub-populations were classified by first extracting these 9,746 cells from the analysis and then following the same steps in Seurat as above with the resolution set to 0.6 for the FindClusters function. In this case, the Pearson correlation coefficient threshold was set to 0.54 by clutifyr. Clusters identified as other immune cells were filtered out, yielding a final 11 clusters. Sub-populations of macrophages, monocytes, dendritic cells, plasmacytoid dendritic cells, B cells, neutrophils and mast cells (84,241 cells) were classified in a similar manner, with the Pearson correlation coefficient threshold set to 0.58 by clustifyr in this case. This analysis yielded a further 19 clusters.

#### Epithelial score

Average gene expression from cytokeratins, Epcan, and Sfn were used to calculate the epithelial score.

#### Single-cell copy number estimation

CopyKAT (v.1.1.0) was used to estimate the copy number status of each cell^14^. Parameters were set as ngene.chr=5, win.size=25, KS.cut=0.1, genome = ’mm10’ and cells annotated as T cells or natural killer cells in the UMAP as diploid reference cells.

#### Identification of differentially expressed marker genes

Top differentially expressed genes in each cluster were identified using the FindAllMarkers function in the Seurat R package. Parameters for expression difference were set to be at least 1.25 times fold changes (logfc.threshold=1.25) and an adjusted *P* value of <0.05, with gene expression detected in at least 10% of cells in each cluster (min.pct=0.1). The top 20 highly differentially expressed genes in each cluster ranked by average fold change were defined as marker genes.

#### Pathway enrichment analysis of single-cell transcriptomics data

For cells in each identified cluster in the UMAP, the wilcoxauc function from the presto R package (v.1.0.0) was used to conduct a Wilcox rank-sum test to obtain the fold change and *P* value for all genes between cells in the high heteroplasmy group for both mutations and control group^49^. The genes were ranked in decreasing order according to the formula sign(log_2_(fold change)) × (−log_10_(*P* value)). This ranked gene list and mouse hallmark pathways (mh.all.v2002.1.Mm.symbols.gmt) from the MSigDB database were used as inputs for GSEA using the fgsea function from fgsea R package (v.1.22.0) with parameters of eps=0, minSize=5 and maxSize=500 (ref. ^44^).

### HcMel12 transduction

The catalytic mutant of cyto*Lb*NOX was designed and the open reading frame was synthesized with mutations in Asp177 and Phe422 to alanine. Both wild-type and mutant open reading frames were cloned into the lentiviral plasmid pLex303 through the *NheI* and *BamHI* restriction sites, and transduction of HcMel12 was performed as previously described^50^. Transduced cells were selected by supplementation of 8 µg m^−1^ blasticidin, and single clones were selected from the surviving bulk population. cyto*Lb*NOX and catalytic mutant expression was confirmed using immunoblotting against the FLAG epitope. pLEX303 was a gift from D. Bryant (Addgene, plasmid no. 162032; http://n2t.net/addgene:162032; RRID: Addgene_162032).

### Hartwig dataset analysis

The HMF dataset included whole-genome sequencing data from tumor metastases normal-matched samples from 355 patients with melanoma (skin primary tumor location), of whom 233 had additional RNA sequencing data of the tumor samples. mtDNA somatic mutations were called and annotated as previously described^3,4^. In brief, variants called by both Mutect2 and SAMtools mpileup were retained and merged using vcf2maf, which embeds the variant effect predictor variant annotator. Variants within the repeat regions (chrM:302–315, chrM:513–525, and chrM:3105–3109) were filtered out. Next, variants were filtered out if the VAF was lower than 1% in the tumor samples and lower than 0.24% in the normal sample, as previously described^4^. Finally, somatic variants were kept when supported by at least one read in both the forward and the reverse orientations. Samples with >50% VAF mtDNA complex I truncating (frameshift indels, translation start site and nonsense mutations) and missense mutations were classified as mutated, and the rest were classified as wild type. Gene expression data were obtained from the output generated by the isofox pipeline, provided by HMF. Adjusted transcript per million gene counts per sample were merged into a matrix. Gene expression and mutation data were used to perform differential expression analysis with DESeq2 in R using the DESeqDataSetFromMatrix function. GSEA was performed with fGSEA in R with a minimum set size of 15 genes, a maximum of 500 genes and 20,000 permutations, against the mSigDB Hallmark gene set collection (v.7.5.1). Normalized enrichment scores were ranked for significant upregulated and downregulated gene sets.

### Bone marrow-derived cells and splenocyte conditioning

#### Bone marrow-derived cell culture

Bone marrow was isolated from mouse tibias and femurs, and 2 × 106 cells were re-suspended in 7 ml of R10 (RPMI (Gibco)) containing 10% FBS (Gibco), 1% penicillin–streptomycin (Gibco), 1% l-glutamine (Gibco), 1% Hepes (Gibco), 1% non-essential amino acid solution (Gibco), 50 mM 2-mercaptoethanol (Thermo Scientific), 200 ng ml^−1^ FLT3L (made in-house) and 10 ng ml^−1^ recombinant murine granulocyte-macrophage colony-stimulating factor (PeproTech) and incubated at 37 °C and 5% CO_2_. After 3 days, 10 ml of fresh media was added to each well, and cells were re-suspended in fresh media on day 6.

#### Splenocyte cell culture

Spleens were mashed through a 70 µM cell strainer, using FACS buffer to wash through all cells. Samples were then pelleted at 800×*g* for 2 min, then re-suspended in red blood cell lysis (RBCL) buffer (water containing 0.2 M ammonium chloride, 12 mM potassium bicarbonate and 0.01% EDTA) and incubated at room temperature (20 °C) for 10 min. Samples were pelleted and the RBCL incubation was repeated until the samples were no longer red. Cells were then re-suspended in R10 containing 5 µg ml^−1^ recombinant murine IL-2 (Peprotech) and incubated at 37 °C and 5% CO_2_ overnight.

#### Cell conditioning

Bone marrow-derived cells and splenocyte cultures were re-suspended in either conditioned media, un-conditioned media or media supplemented with 1 ng ml^−1^ of IFNγ. Samples were incubated at 37 °C and 5% CO_2_ overnight. Samples were then pelleted and used either for immunoblotting or flow cytometry. Immunoblotting was performed as described in the Methods using STAT1 antibody (10144-2-AP) and Phospho-STAT1 (Tyr701) antibody (28979-1-AP). Blots were quantified using Image Studio Lite (Li-Cor, v.5.2).

### Flow cytometry

#### Tumor processing

Tumors were dissected and chopped into small pieces and then re-suspended in digestion buffer (RPMI (Gibco)) containing 100 U ml^−1^ Collagenase IV (Sigma), 500 U ml^−1^ Collagenase II (Sigma) and 0.2 mg ml^−1^ DNase I (Sigma)). Samples were incubated on a shaker at 37 °C for 40 min and vigorously shaken at the 20 and 40 min mark.

#### Lymph node processing

Lymph nodes were split using tweezers and re-suspended in digestion buffer. Samples were incubated at 37 °C for 40 min. Samples were re-suspended in FACS buffer (PBS containing 2% FBS (Gibco)) and transferred into round-bottomed 96-well plates. Tumor and lymph node samples were passed through a 70 µM cell strainer (Fisher Scientific) and pelleted at 800×*g* for 2 min. Samples were re-suspended in FACS buffer and transferred into round-bottomed 96-well plates and pelleted.

#### Spleen processing

Spleens were mashed through a 70 µM cell strainer, using FACS buffer to wash through all cells. Samples were then pelleted at 800×*g* for 2 min and then re-suspended in FACS buffer and transferred into round-bottomed 96-well plates and re-pelleted. Samples were re-suspended in 200 µl RBCL buffer (water containing 0.2 M ammonium chloride, 12 mM potassium bicarbonate and 0.01% EDTA) and incubated at room temperature for 10 min. Samples were pelleted and the RBCL incubation was repeated until the samples were no longer red.

#### Sample staining and fixing

Samples were re-suspended in FACS buffer (PBS containing 2% FBS (Gibco)) + 1:1,000 Zombie NIR stain (BioLegend) and plated onto 96-well round-bottomed plates. Samples were incubated at 4 °C for 30 min, then pelleted and re-suspended in 200 µl of 1:400 panel antibodies + TruStain FcX (BioLegend). Plates were incubated at 4 °C for at least 40 min. After pelleting, samples were re-suspended in 200 µl 4% Pierce 16% formaldehyde (w/v) (Life Technologies) and incubated at room temperature for 10 min in the dark. Samples were pelleted and re-suspended in FACS buffer, sealed in parafilm and stored at 4 °C until analyzed.

To run the samples, each well was transferred into 1.2 ml round-bottom tubes (Stellar Scientific) and run on the BD LSRFortessa (BD Biosciences). Samples were analyzed using FlowJo (v.10.9.0).

### Statistics and reproducibility

No statistical test was used to determine sample sizes. Mice were randomly assigned to different experimental groups. Mice that were killed before the defined endpoint owing to ulceration were not included. Samples were blinded to machine operators (metabolomics, proteomics, RNA-seq). Researchers were blinded to experimental groups for in vivo ICB experiments. Samples for metabolomics were randomized by operators. Samples for metabolomics, proteomics and RNA-seq were blinded to the operators. All remaining data collection and analysis were not performed blind to the conditions of the experiments. Data distribution was assumed to be normal but this was not formally tested. Data outliers, determined using the Grubbs’ test, were removed before statistical testing. Specific statistical tests used to determine significance, group sizes (*n*) and *P* values are provided in the figure legends. Unless specified, experiments were conducted to have three biological replicates, each with three technical replicates, to ensure reproducibility and allow for accurate statistical measurements. No power calculations were performed; rather, sample sizes were chosen based on standards in the field for similar experiments. Asterisks indicate significant *P* values in figures, represented as *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. All statistical analyses were carried out using Prism (v.9; GraphPad) and RStudio (v.2022.07.0). Complete figures were then constructed in Adobe Illustrator (v.2023; Adobe).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information PCR primer sequences (Supplementary Table 1).

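The table lists the primers for the pyrosequencing assays of heteroplasmy, for long-range PCR of mtDNA and for the droplet digital PCR of mtDNA copy number, with *VDAC1* as the nuclear gene. Pyrosequencing reads a short PCR product base by base from an internal primer, and the relative light signal at the edited base gives the share of edited mtDNA. On the GRCm39 mitochondrial chromosome, the m.12,436 pair spans 12345 to 12554, a product of 210 bases with a GC content of 42.9%, and its sequencing primer TTGGCCTCCACCCAT lies at 12421 to 12435, directly before the edited base. The m.11,944 pair spans 11870 to 12074, a product of 205 bases with a GC content of 30.2%, and its sequencing primer TAATTACAACCTGGCACT lies at 11926 to 11943. The copy number pair spans 12855 to 12962, within *Mt-Nd5* and outside both edited sites, and its reverse primer matches the reference there with 3 mismatches. Of the long-range pairs, one spans 4648 to 12916, a product of 8269 bases. The other runs from 12672 across the origin of numbering to 4883, a product of 8511 bases, and its reverse primer matches with 2 mismatches. Together the 2 products cover the whole mitochondrial chromosome.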

Reporting Summary

### Source data

Source Data Fig. 1 Unprocessed western Blots and/or gels. Source Data Fig. 4 Unprocessed tumor images. Source Data Extended Data Fig. 1 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 2 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 3 Unprocessed tumor H&E stains. Source Data Extended Data Fig. 5 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 7 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 9 Unprocessed western Blots and/or gels.

Source Data Fig. 1–4 and Source Data Extended Data Fig. 1–7, 9, 10 Figure source data

## Data Availability

All reagents used in this study are either commercially available or can be made available from the corresponding authors upon reasonable request. All metabolomic data were uploaded to MassIVE (MSV000091475), mtDNA sequencing, bulk and single-cell RNA-seq were uploaded to GEO (GSE230677 and GSE227467) and proteomic data were uploaded to PRIDE (PXD044987 and PXD039705). All other data are available in the Supplementary information in the specified public repositories. Source data are provided with this paper.

# Supplementary material for: Mitochondrial DNA mutations drive aerobic glycolysis to enhance checkpoint blockade response in melanoma
**Source:** Nat Cancer. 2024 Jan 29;5(4):659–72. doi: 10.1038/s43018-023-00721-w
**Supplement:** Supplementary file 1 — PCR primer sequences (Supplementary Table 1).

# Mitochondrial DNA mutations drive aerobic glycolysis to enhance checkpoint blockade response in melanoma

---

In the format provided by the  
authors and unedited

**Supplementary Table 1. PCR primer sequences.**

| <b>Use</b>               | <b>Orientation</b> | <b>Sequence</b>                            |
|--------------------------|--------------------|--------------------------------------------|
| Long Range PCR           | Forward 1          | 5'-ACTGATATTACTATCCCTAGGAGG-3'             |
| Long Range PCR           | Reverse 1          | 5'-TTTGAGTAGAACCCTGTTAGG-3'                |
| Long Range PCR           | Forward 2          | 5'-GGCCTGATAATAGTGACGC-3'                  |
| Long Range PCR           | Reverse 2          | 5'-GGTTGGGTTTAGTTTTTGTGG-3'                |
| PyroMark PCR of m.12,436 | Forward            | 5'-ATATTCTCCAACAACAACG-3'                  |
| PyroMark PCR of m.12,436 | Reverse            | 5'- <b>biotin</b> -GTTATTATTAGTCGTGAGG-3'  |
| PyroMark PCR of m.12,436 | Sequencing         | 5'-TTGGCCTCCACCCAT-3'                      |
| PyroMark PCR of m.11,944 | Forward            | 5'-CTTCATTATTAGCCTCTTAC-3'                 |
| PyroMark PCR of m.11,944 | Reverse            | 5'- <b>biotin</b> -GTCTGAGTGTATATATCATG-3' |
| PyroMark PCR of m.11,944 | Sequencing         | 5'-TAATTACAACCTGGCACT-3'                   |
| ddPCR - mt-Nd5           | Forward            | 5'-TGCCTAGTAATCGGAAGCCTCGC-3'              |
| ddPCR - mt-Nd5           | Reverse            | 5'-TCAGGCGTTGGTGTTCAGG-3'                  |
| ddPCR – VDAC1            | Forward            | 5'-CTCCCACATACGCCGATCTT-3'                 |
| ddPCR – VDAC1            | Reverse            | 5'-GCCGTAGCCCTTGGTGAAG-3'                  |
| LbNOX Cloning            | Forward            | 5'-GGTGGTGCTAGCCGCATGAAGGTCACCG-3'         |
| mitoLbNOX Cloning        | Forward            | 5'-GGTGGTGCTAGCCGCATGCTCGCTACAAG-3'        |
| LbNOX Cloning            | Reverse            | 5'-GGTGGTGGATCCTTACTTGTCATCGTCATC-3'       |

# Supplementary material for: Mitochondrial DNA mutations drive aerobic glycolysis to enhance checkpoint blockade response in melanoma
**Source:** Nat Cancer. 2024 Jan 29;5(4):659–72. doi: 10.1038/s43018-023-00721-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Western blots were imaged using the Li-Cor Odyssey CLx with ImageStudio (v.5.2).<br>ddPCR data was collected using the BioRad digital droplet PCR system with QX Manager Software Standard Edition (v.2.1).<br>Metabolite abundance was measured using the Q Exactive Orbitrap mass spectrometer (ThermoFisher) coupled to an Ultimate 3000 HPLC system (ThermoFisher).<br>Proteomics was performed using the EASY-nLC II 1200 (ThermoFisher) coupled to an Orbitrap Fusion Lumos mass spectrometer (ThermoFisher) as part of nanoscale C18 reverse-phase liquid chromatography.<br>Basal oxygen consumption was measuring using the Seahorse XF Analyzer (Agilent). |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

Figure panels for numerical data were created using Prism (GraphPad, v9) and Rstudio (v.2022.07.0). Complete figures were then constructed in Adobe Illustrator (Adobe, v.2023).  
 Flow cytometry data was analysed using FlowJo (v.10.9.0).  
 Metabolomics data was analysed using Tracefinder (ThermoFisher, v.5.1).  
 Bulk transcriptomics data was analysed using STAR 2-pass alignment (v.2.7.10a), the edgeR package (v.3.40.1), limma package (v.3.54.0), fgsea R package (v.1.22.0) on R (v.4.2.1). Single-cell transcriptomics data was analysed using CellRanger (v.7.0.1), Seurat (v.4.2.0) package the clustifyr R package (v.1.8.0), clustifyrdatahub (v.1.6.0) and CopyKat (v.1.1.0) on R (v.4.2.1). Code can be accessed at: <https://github.com/reznik-lab/engineered-mtDNA-mutation-in-tumor>.  
 Human data was analysed using R (v.4.2.1).  
 Proteomics data was analysed using MaxQuant software (v.1.6.1.4) and Perseus software (v.1.6.13.0).  
 Western blots were quantified using Image Studio Lite (Li-Cor, v.5.2)  
 Proliferation data was analysed using the Incucyte Zoom 2018A software.  
 H&E slides were analysed using Aperio ImageScope (v.12.4.6.5003).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All non-commercial plasmids used have been deposited with addgene (Gammage Lab). All metabolomic data were uploaded to MassIVE (MSV000091475), mtDNA sequencing, bulk and single cell RNAseq were uploaded to GEO (GSE230677 and GSE227467) and proteomic data were uploaded to PRIDE (PXD044987 and PXD039705). All other data are available in the supplementary information or via specified public repositories.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Human data within this manuscript was accessed through publicly available datasets. We did not perform any human experiments ourselves. |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                     |
| Population characteristics                                         | N/A                                                                                                                                     |
| Recruitment                                                        | N/A                                                                                                                                     |
| Ethics oversight                                                   | N/A                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No power calculations were performed. Sample sizes were chosen based on standards in the field for similar experiments.                                                        |
| Data exclusions | Outliers, as recognized using the Grubbs' test, were excluded from datasets.<br>4434 and B78 tumours are prone to ulceration and these were excluded from downstream analyses. |
| Replication     | All experiments were repeated to have at least three biological replicates, each with three technical replicates unless stated otherwise in figure legends.                    |

|               |                                                                                                                                                                                                                                                                                                       |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | Samples for metabolomics were randomized by operators. Unless otherwise stated, no other samples within an experiment were randomized as they were not applicable to the experimental design.                                                                                                         |
| Blinding      | Samples for metabolomics, proteomics and RNAseq were blinded to the operators. Immune checkpoint inhibitors were blinded to the drug administrator. Unless otherwise stated, all other experiments were not blinded due to sample preparation and execution being conducted by a single experimenter. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Mouse dosing:  
 Ultra-LEAF™ Purified anti-mouse CD279 (PD-1), Clone - RMP1-14, diluted to 100mg/mL (BioLegend #114122)  
 InVivoPlus Mouse, anti-Mouse CTLA-4 (CD152), Clone - 9D9 diluted to 100mg/mL (2bScientific, #BP0164)  
 InVivoPlus Rat, anti-Mouse Ly6G, Clone - 1A8 diluted to 100mg/mL (2bScientific, #BP0075-1)  
 Ultra-LEAF™ Purified anti-mouse CD274 (B7-H1, PD-L1) Antibody, Clone – 10F.9G2, diluted to 100mg/mL (BioLegend, #124339)  
 Western blotting:  
 Anti-HA High Affinity from rat IgG1, Clone – 3F10, diluted 1:1000 (Roche, #11867423001)  
 Monoclonal ANTI-FLAG® Clone M2 antibody produced in mouse diluted 1:1000 (Sigma, #F1804)  
 anti-beta actin antibody, Clone mAbcam 8226, diluted 1:10,000 (Abcam, #ab8226)  
 MDH1 Monoclonal antibody diluted 1:1000 (Proteintech, #66505-1-Ig)  
 Total OXPHOS Rodent WB Antibody Cocktail, Clone – 1F9A2, diluted 1:800 (Abcam, #ab110413)  
 STAT1 antibody diluted 1:1000 (Proteintech, #10144-2-AP)  
 Phospho-STAT1 (Tyr701) antibody diluted 1:1000 (Proteintech, #28979-1-AP)  
 Recombinant Anti-Vinculin antibody, Clone – EPR8185, diluted 1:10,000 (Abcam, #ab129002)  
 IRDye® 800CW Donkey anti-Rabbit IgG Secondary Antibody (Li-Cor, #926-32213)  
 IRDye® 800CW Goat Anti-Mouse IgG Secondary Antibody (Li-Cor, #926-32210)  
 Flow cytometry:  
 Brilliant Violet 510™ anti-mouse CD11c, Clone - N418, Antibody diluted 1:400 (BioLegend, #117337)  
 Brilliant Violet 605™ anti-mouse CX3CR1, Clone - YE1/19.1, Antibody diluted 1:400 (BioLegend, #149207)  
 Brilliant Violet 711™ anti-mouse F4/80, Clone - BM8, Antibody diluted 1:400 (BioLegend, #123147)  
 FITC anti-mouse/human CD11b Antibody, Clone - M1/70, diluted 1:400 (BioLegend, #101205)  
 PerCP/Cyanine5.5 anti-mouse Ly-6C, Clone - HK1.4, Antibody diluted 1:400 (BioLegend, #128011)  
 Alexa Fluor® 647 anti-mouse I-A/I-E Antibody, Clone - M5/114.15.2, diluted 1:400 (BioLegend, 107617)  
 APC anti-mouse Ly-6G Antibody diluted 1:400, Clone - 1A8, (BioLegend, #127613)  
 PE anti-mouse CD80, Clone - 16-10A1, Antibody diluted 1:400 (BioLegend, #104707)  
 Alexa Fluor® 700 anti-mouse CD45, Clone - 30-F11, Antibody diluted 1:400 (BioLegend, #103127)  
 Brilliant Violet 421™ anti-mouse CD45, Clone - 30-F11, Antibody diluted 1:400 (BioLegend, #103133)  
 Brilliant Violet 605™ anti-mouse CD3, Clone - 17A2, Antibody diluted 1:400 (BioLegend, #100237)  
 Brilliant Violet 785™ anti-mouse/human CD45R/B220, Clone - RA3-6B2, Antibody diluted 1:400 (BioLegend, #103245)  
 FITC anti-mouse CD8a, Clone - 53-6.7, Antibody diluted 1:400 (BioLegend, #100705)  
 PerCP/Cyanine5.5 anti-mouse NK-1.1, Clone - PK136, Antibody diluted 1:400 (BioLegend, #108727)  
 PE anti-rat CD90/mouse CD90.1 (Thy-1.1), Clone - OX-7, Antibody diluted 1:400 (BioLegend, #202523)  
 PE/Cyanine7 anti-mouse CD4, Clone - RM4-5, Antibody diluted 1:400 (BioLegend, #100527)  
 Brilliant Violet 605™ anti-mouse/human CD11b, Clone - M1/70, Antibody diluted 1:400 (BioLegend, #101237)  
 Brilliant Violet 711™ anti-mouse CD45, Clone - 30-F11, Antibody diluted 1:400 (BioLegend, #103147)  
 FITC anti-mouse TER-119/Erythroid Cells, Clone - TER-119, Antibody diluted 1:400 (BioLegend, #116205)  
 FITC anti-mouse CD335 (Nkp46), Clone - 29A1.4, Antibody diluted 1:400 (BioLegend, #137605)  
 CD115 (c-fms) Monoclonal Antibody FITC diluted 1:400 (ThermoFisher, #AFS98)  
 FITC anti-mouse CD3, Clone - 17A2, Antibody diluted 1:400 (BioLegend, #100203)  
 FITC anti-mouse CD19, Clone - 1D3/CD19, Antibody diluted 1:400 (BioLegend, #152403)  
 Alexa Fluor® 647 anti-mouse CD170 (Siglec-F), Clone - S17007L, Antibody diluted 1:400 (BioLegend, #155519)  
 PE/Cyanine7 anti-mouse Ly-6G, Clone - 1A8, Antibody diluted 1:400 (BioLegend, #127617)  
 Brilliant Violet 510™ anti-mouse F4/80, Clone - BM8, Antibody diluted 1:400 (BioLegend, #123135)

Brilliant Violet 650™ anti-mouse CD11c, Clone - N418, Antibody diluted 1:400 (BioLegend, #117339)  
 Brilliant Violet 711™ anti-mouse NK-1.1, Clone - PK136, Antibody diluted 1:400 (BioLegend, 108745)  
 PE anti-mouse Ly-6G, Clone - 1A8, Antibody diluted 1:400 (BioLegend, #127607)  
 Alexa Fluor® 700 anti-mouse CD3, Clone - 17A2, Antibody diluted 1:400 (BioLegend, #100215)  
 All antibodies were used as per the manufacturer's instructions.

## Validation

These antibodies are widely used commercially, and were validated in our usage through inclusion of standard controls in our experiments.

## Mouse dosing:

Ultra-LEAF™ Purified anti-mouse CD279 (PD-1), Clone - RMP1-14, diluted to 100mg/mL (Biolegend #114122): validated by manufacturer and used in peer-reviewed articles eg.: 1- Kanai, T., et al. 2003. J. Immunol. (FC, IHC), Yamazaki, T., et al. 2005. J. Immunol. (Costim), Matsumoto, K., et al. 2004. J. Immunol. (Block)

InVivoPlus Mouse, anti-Mouse CTLA-4 (CD152), Clone - 9D9 diluted to 100mg/mL (2bScientific, #BP0164): validated by manufacturer and used in peer-reviewed articles eg: 1- Kleczko, E. K., Nguyen, D. T., et al. 2023. JCI Insight., 2- Chen, Y., Sun, J., et al. 2022. J. of Trans. Med., 3- Potluri, H. K., Ferreira, C. A., et al. 2022. J. for Immunotherapy of Cancer.

InVivoPlus Rat, anti-Mouse Ly6G, Clone - 1A8 diluted to 100mg/mL (2bScientific, #BP0075-1): validated by manufacturer and used in peer-reviewed articles eg: 1- Cao, L., Ma, L., et al. 2023. eLife, 2- Gullotta, G. S., De Feo, D., et al. 2023. Nat. Imm., 3- Gong, H. H., Worley, M. J., et al. 2023. Front. in Imm.

Ultra-LEAF™ Purified anti-mouse CD274 (B7-H1, PD-L1) Antibody, Clone – 10F.9G2, diluted to 100mg/mL (BioLegend, #124339): validated by manufacturer and used in peer-reviewed articles eg: 1- Maier H, et al. 2007. J. Immunol., 2- Scarlett UK, et al. 2012. J Exp Med., 3- Paterson AM, et al. 2011. J. Immunol.

## Western blotting:

Anti-HA High Affinity from rat IgG1, Clone – 3F10, diluted 1:1000 (Roche, #11867423001): validated by manufacturer and used in peer-reviewed articles eg: 1- Halbleib et al. 2017. Molecular cell., 2- Nissanka et al. 2018. Nature Comm., 3- Amodeo et al. 2018. J. of Cell Sci.

Monoclonal ANTI-FLAG® Clone M2 antibody produced in mouse diluted 1:1000 (Sigma, #F1804): validated by manufacturer and used in peer-reviewed articles eg: 1- Yumin Qiu et al. 2019. Mol. Cell. Res., 2- Yan Han et al. 2010. J. of Bio. Chem. 3- Srivastava et al. 2015. Nat. Comm.

anti-beta actin antibody, Clone mAbcam 8226, diluted 1:10,000 (Abcam, #ab8226): validated by manufacturer and used in peer-reviewed articles eg: 1- Wang et al. 2023. Histol. Histopathol., 2- Liu et al. 2023. Cell Biochem., 3- Zheng et al. 2023. Cancer Gene Ther.

MDH1 Monoclonal antibody diluted 1:1000 (Proteintech, #66505-1-Ig)

Total OXPHOS Rodent WB Antibody Cocktail, Clone – 1F9A2, diluted 1:800 (Abcam, #ab110413)

STAT1 antibody diluted 1:1000 (Proteintech, #10144-2-AP): validated by western blotting by manufacturer using A431 cells, HEK-293 cells, A549 cells, K-562 cells, PC-3 cells.

Phospho-STAT1 (Tyr701) antibody diluted 1:1000 (Proteintech, #28979-1-AP): validated by western blotting by manufacturer using IFN gamma and LPS treated THP-1 cells.

Recombinant Anti-Vinculin antibody, Clone – EPR8185, diluted 1:10,000 (Abcam, #ab129002): validated by manufacturer and used in peer-reviewed articles eg: 1- Drazic et al. 2022. J. Mol. Bio., 2- Cheng et al. 2022. Cancer Comm., 3- Duran et al. 2022. J. Bone. Miner.

IRDye® 800CW Donkey anti-Rabbit IgG Secondary Antibody (Li-Cor, #926-32213)

IRDye® 800CW Goat Anti-Mouse IgG Secondary Antibody (Li-Cor, #926-32210)

## Flow cytometry:

Brilliant Violet 510™ anti-mouse CD11c, Clone - N418, Antibody diluted 1:400 (BioLegend, #117337) ): validated by manufacturer and used in peer-reviewed articles eg: 1- Granucci F, et al. 1997. J. Immunol., 2- Wikstrom M, et al.2006. J. Immunol., 3- Ramakrishna C, et al. 2019. Nat Commun.

Brilliant Violet 605™ anti-mouse CX3CR1, Clone - YE1/19.1, Antibody diluted 1:400 (BioLegend, #149207): validated by manufacturer and used in peer-reviewed articles eg: 1- Wang H, et al. 2012. Proc Natl Acad Sci USA, 2- Wolock SL, et al. 2019. Cell Rep.

Brilliant Violet 711™ anti-mouse F4/80, Clone - BM8, Antibody diluted 1:400 (BioLegend, #123147): validated by manufacturer and used in peer-reviewed articles eg: 1- Schaller E, et al. 2002. Mol. Cell. Biol., 2- Kathryn A Pape et al. 2018. Immunity., 3- Chow MT et al. 2019. Immunity.

FITC anti-mouse/human CD11b Antibody, Clone - M1/70, diluted 1:400 (BioLegend, #101205): validated by manufacturer and used in peer-reviewed articles eg: 1- Narusawa M, et al. 2014. Cancer Immunol, Ostapoff K, et al. 2014. Cancer Res., Fan X, et al. 2015. Cancer Res.

PerCP/Cyanine5.5 anti-mouse Ly-6C, Clone - HK1.4, Antibody diluted 1:400 (BioLegend, #128011): validated by manufacturer and used in peer-reviewed articles eg: 1- Ballesteros I, et al. 2014. J Vis Exp., 2- Gallizioli M, et al. 2020. Cell Rep., 3- Lin C et al. 2019. Immunity.

Alexa Fluor® 647 anti-mouse I-A/I-E Antibody, Clone - M5/114.15.2, diluted 1:400 (BioLegend, 107617): validated by manufacturer and used in peer-reviewed articles eg: 1- Hu HJ, et al. 2020. Cell Death Dis., 2- Shen Y, et al. 2021. Comput Struct Biotechnol J., 3- Mercer HL, et al. 2020. PLoS Pathog.

APC anti-mouse Ly-6G Antibody diluted 1:400, Clone - 1A8, (BioLegend, #127613): validated by manufacturer and used in peer-reviewed articles eg: 1- Xue F, et al. 2020. Int J Biol Sci., 2- Patras KA, et al. 2019. J Innate Immun., 3- Jones NM, et al. 2019. BMC Cancer.

PE anti-mouse CD80, Clone - 16-10A1, Antibody diluted 1:400 (BioLegend, #104707): validated by manufacturer and used in peer-reviewed articles eg: 1- Koyama M, et al. 2015. J Exp Med., 2- Rozanski C, et al. 2011. J Exp Med., 3- Mulder R, et al. 2017. Front Immunol.

Alexa Fluor® 700 anti-mouse CD45, Clone - 30-F11, Antibody diluted 1:400 (BioLegend, #103127): validated by manufacturer and used in peer-reviewed articles eg: 1- Stoupa A, et al. 2018. EMBO Mol Med., 2- Komuczki J, et al. 2019. Immunity., 3- Saha D et al. 2017. Cancer Cell.

Brilliant Violet 421™ anti-mouse CD45, Clone - 30-F11, Antibody diluted 1:400 (BioLegend, #103133): validated by manufacturer and used in peer-reviewed articles eg: 1- Zahr A, et al. 2016. Nat Commun., 2- Schlecht A, et al. 2021. Int J Mol Sci., 3- Ulland TK et al. 2017. Cell.

Brilliant Violet 605™ anti-mouse CD3, Clone - 17A2, Antibody diluted 1:400 (BioLegend, #100237) validated by manufacturer and used in peer-reviewed articles eg: 1- Yu-Han Chang et al. 2017. Immunity., 2- Chandran S, et al. 2020. Front Immunol., 3- Aguilera T, et al. 2016. Nat Commun.

Brilliant Violet 785™ anti-mouse/human CD45R/B220, Clone - RA3-6B2, Antibody diluted 1:400 (BioLegend, #103245): validated by

manufacturer and used in peer-reviewed articles eg: 1- Ochiai S, et al. 2014. J Immunol., 2- Gallizioli M, et al. 2020. Cell Rep., 3- Rodda LB et al. 2018. Immunity.

FITC anti-mouse CD8a, Clone - 53-6.7, Antibody diluted 1:400 (BioLegend, #100705): validated by manufacturer and used in peer-reviewed articles eg: 1- Sun L, et al. 2021. Cancer Cell., 2- Logan K Smith et al. 2018. Immunity., 3- Strickley JD, et al. 2019. Nature.

PerCP/Cyanine5.5 anti-mouse NK-1.1, Clone - PK136, Antibody diluted 1:400 (BioLegend, #108727): validated by manufacturer and used in peer-reviewed articles eg: 1- Minute L, et al. 2020. J Immunother Cancer., 2- Kobayashi T, et al. 2019. Cell., 3- Trotta E, et al. 2018. Nat Med.

PE anti-rat CD90/mouse CD90.1 (Thy-1.1), Clone - OX-7, Antibody diluted 1:400 (BioLegend, #202523): validated by manufacturer and used in peer-reviewed articles eg: 1- Logan K Smith et al. 2018. Immunity., 2- Dong MB, et al. 2020. Cell., 3- Garber C, et al. 2019. Nat Neurosci.

PE/Cyanine7 anti-mouse CD4, Clone - RM4-5, Antibody diluted 1:400 (BioLegend, #100527): validated by manufacturer and used in peer-reviewed articles eg: 1- Quispe Calla N, et al. 2016. Sci Rep., 2- Kaczanowska S, et al. 2021. Cell., 3- Vanderleyden I, et al. 2020. Cell Rep.

Brilliant Violet 605™ anti-mouse/human CD11b, Clone - M1/70, Antibody diluted 1:400 (BioLegend, #101237): validated by manufacturer and used in peer-reviewed articles eg: 1- Gallizioli M, et al. 2020. Cell Rep., 2- Michela Miani et al. 2018. Cell Metabolism., 3- Komuczki J, et al. 2019. Immunity.

Brilliant Violet 711™ anti-mouse CD45, Clone - 30-F11, Antibody diluted 1:400 (BioLegend, #103147): validated by manufacturer and used in peer-reviewed articles eg: 1- Schloss MJ, et al. 2022. Nat Immunol., 2- Qi Z, et al. 2022. Nat Commun., 3- Harel M, et al. 2020. Cell.

FITC anti-mouse TER-119/Erythroid Cells, Clone - TER-119, Antibody diluted 1:400 (BioLegend, #116205): validated by manufacturer and used in peer-reviewed articles eg: 1- Suzuki M, et al. 2015. J Immunol., 2- Hou X, et al. 2020. Cell Reports., 3- Furuhashi K, et al. 2017. Immunology.

FITC anti-mouse CD335 (NKp46), Clone - 29A1.4, Antibody diluted 1:400 (BioLegend, #137605): validated by manufacturer and used in peer-reviewed articles eg: 1- Calabrese DR, et al. 2020. J Clin Invest., 2- Huang J, et al. 2021. Immunity., 3- Shapiro MR, et al. 2020. Front Immunol.

CD115 (c-fms) Monoclonal Antibody FITC, Clone – AFS98, diluted 1:400 (ThermoFisher, #AFS98): validated by manufacturer and used in peer-reviewed articles eg: 1- Lou et al. 2014. J. of Cell. Sci., 2- Hamilton et al. 2013. PLoS One.

FITC anti-mouse CD3, Clone - 17A2, Antibody diluted 1:400 (BioLegend, #100203): validated by manufacturer and used in peer-reviewed articles eg: 1- Harsha Krovi S, et al. 2020. Nat Commun., 2- Dai L, et al. 2020. Cell., 3- Zaman R, et al. 2021. Immunity.

FITC anti-mouse CD19, Clone - 1D3/CD19, Antibody diluted 1:400 (BioLegend, #152403): validated by manufacturer and used in peer-reviewed articles eg: 1- Chei S, et al. 2020. Front Nutr., 2- Zhou R, et al. 2022. EBioMedicine., Zhao J, et al. 2019. Nat Commun.

Alexa Fluor® 647 anti-mouse CD170 (Siglec-F), Clone - S17007L, Antibody diluted 1:400 (BioLegend, #155519): validated by manufacturer.

PE/Cyanine7 anti-mouse Ly-6G, Clone - 1A8, Antibody diluted 1:400 (BioLegend, #127617): validated by manufacturer and used in peer-reviewed articles eg: 1- Furuya Y, et al. 2014. J Virol., 2- Argüello RJ, et al. 2020. Cell Metab., 3- Bieren J, et al. 2015. J Immunol.

Brilliant Violet 510™ anti-mouse F4/80, Clone - BM8, Antibody diluted 1:400 (BioLegend, #123135): validated by manufacturer and used in peer-reviewed articles eg: 1- Lin YR, et al. 2020. Immunity., 2- Parks KR, et al. 2019. Cell Rep., 3- Linnerbauer M, et al. 2022. Front Immunol.

Brilliant Violet 650™ anti-mouse CD11c, Clone - N418, Antibody diluted 1:400 (BioLegend, #117339): validated by manufacturer and used in peer-reviewed articles eg: 1- Alkhani A, et al. 2020. Sci Rep., 2- Kaczanowska S, et al. 2021. Cell., 3- Barry KC, et al. 2018. Nat Med.

Brilliant Violet 711™ anti-mouse NK-1.1, Clone - PK136, Antibody diluted 1:400 (BioLegend, #108745): validated by manufacturer and used in peer-reviewed articles eg: 1- Komuczki J, et al. 2019. Immunity., 2- Kaczanowska S, et al. 2021. Cell., 3- Pokrovskii M, et al. 2019. Immunity.

PE anti-mouse Ly-6G, Clone - 1A8, Antibody diluted 1:400 (BioLegend, #127607): validated by manufacturer and used in peer-reviewed articles eg: 1- Lee T, et al. 2014. Mol Biol Cell., 2- DeSouza-Vieira T, et al. 2020. Cell Rep., 3- Bowling S, et al. 2020. Cell..

Alexa Fluor® 700 anti-mouse CD3, Clone - 17A2, Antibody diluted 1:400 (BioLegend, #100215): validated by manufacturer and used in peer-reviewed articles eg: 1- Hirai T, et al. 2020. Immunity., 2- Cignarella F et al. 2018. Cell Metabolism., 3- Roco JA et al. 2019. Immunity.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | B78 (B78-D14) cells were sourced from ATCC. Hcmel12, YUMM1.7c7, YUMM1.7, 4434 and 5555 melanoma cells were gifted by Dr Amaya Viros (CRUK Manchester Institute) |
| Authentication                                                       | All cells were authenticated by in house authentication service through morphology and STR profiling.                                                           |
| Mycoplasma contamination                                             | All cells were routinely checked for mycoplasma contamination and were negative.                                                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                         |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57/Bl6 male mice, purchased from Charles River, between 10 and 16 weeks of age were used for in vivo subcutaneous modelling of cancer. |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Findings do not apply to one sex. Sex was not considered in this study.                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | Our research complies with all relevant ethical regulations. Animal experiments were carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 (P72BA642F) and by adhering to the ARRIVE guidelines with approval from the local Animal Welfare and Ethical Review Board of the University of Glasgow. CRUK BI and UK Home Office ethical oversight guided experimental protocols, according to licensed procedures available. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Tumours, spleens and lymph nodes were digested, filtered then stained with Zombie NIR Stain. After a 20min incubation at 4C, antibodies were added on at a 1:400 ratio in FACS buffer. Samples were incubated at 4C for 1hr then fixed and stored till run.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Instrument                | BD LSRFortessa™ Cell Analyzer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | FlowJo v.10.9.0                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Cell population abundance | Cells were not sorted into fractions. They were run on the Fortessa and sent straight to waste.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Gating strategy           | Neutrophils ED Figure 23: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (R730) for CD45+ cells, CD11b (B530) vs Ly6C (B685) to select for CD11b+ Ly6C+ cells, Ly6G (R670) vs Ly6C (B685) for Ly6G+ Ly6C+ neutrophils, mean fluorescence intensity (MFI) for CD11b (B530) was calculated from this population.<br>Monocytes ED Figure 23: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (R730) for CD45+ cells, CD11b (B530) vs Ly6C (B685) to select for CD11b+ Ly6C+ cells, F4/80 (BV710) vs Ly6C (B685) for F4/80- Ly6C+ monocytes, MFI for CX3CR1 (BV605) was calculated from this population.<br>Macrophages ED Figure 23: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (R730) for CD45+ cells, CD11b (B530) vs Ly6C (B685) to select for CD11b+ Ly6C- cells, CD11b (B530) vs F4/80 (BV710) for CD11b+ F4/80+ macrophages, MFI for MHCII (R670) was calculated from this population.<br>cDCs ED Figure 23: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (R730) for CD45+ cells, Ly6C (B685) and F4/80 (BV710) vs FSC-A for Ly6C- and F4/80- cells, CD11c (BV510) vs MHCII (R670) for CD11c+ MHCII+ cDCs, MFI for MHCII (R670) and CD80 (YG586) was calculated from this population.<br>CD4+ T-cells Figure 23: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (BV750) for CD45+ cells, CD3 (BV610) vs B220 (BV785) for CD3+ B220- cells, CD4 (YG780) vs CD8 (B530) for CD4+ T-cells, MFI for Thy1.1 (YG586) was calculated from this population.<br>CD8+ T-cells Figure 23: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (BV750) for CD45+ cells, CD3 (BV610) vs B220 (BV785) for CD3+ B220- cells, CD4 (YG780) vs CD8 (B530) for CD8+ T-cells, MFI for Thy1.1 (YG586) was calculated from this population.<br>Neutrophils ED Figure 26: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A |

vs CD45 (BV710) for CD45+ cells, FSC-A vs TER119, Nkp46, CD115, CD3, CD19 (B530) to dump out other immune cells, SiglecF (R670) vs CD11b (BV610) to dump out SiglecF+ cells, CD11b (BV610) vs Ly6C (B685) to select for double positive neutrophils, Ly6C (B685) vs Ly6G (YG780) to clean up the previous population for double positive neutrophils.

CD4+ T-cells ED Figure 26: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (BV450) for CD45+ cells, CD3 (R730) vs B220 (BV785) for CD3+ cells, CD4 (YG780) vs CD8 (B530) for CD4+ T-cells CD4+ T-cells ED Figure 26: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (BV450) for CD45+ cells, CD3 (R730) vs B220 (BV785) for CD3+ cells, CD4 (YG780) vs CD8 (B530) for CD8+ T-cells NK T-cells ED Figure 26: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (BV450) for CD45+ cells, CD3 (R730) vs B220 (BV785) for CD3- B220- cells, CD3 (R730) vs NK1.1 (B685) for CD3- NK1.1+ NK T-cells.

Macrophages ED Figure 26: FSC-A vs SSC-A for cells, FSC-A vs FSC-H for single cells, FSC-A vs Zombie (R780) for live cells, FSC-A vs CD45 (BV450) for CD45+ cells, CD11b (BV610) vs Ly6C (B685) for CD11b+ Ly6C- cells, CD11b (BV610) vs F4/80 (BV510) for CD11b+ F4/80+ macrophages.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Mitochondrial DNA mutations drive aerobic glycolysis to enhance checkpoint blockade response in melanoma
**Source:** Nat Cancer. 2024 Jan 29;5(4):659–72. doi: 10.1038/s43018-023-00721-w

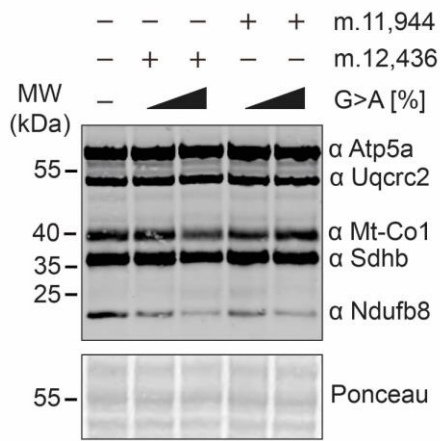

FIGURE BLOT

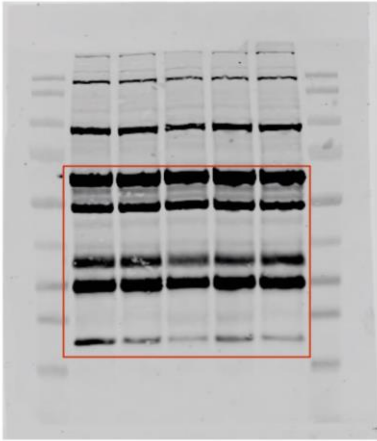

FIGURE PONCEAU

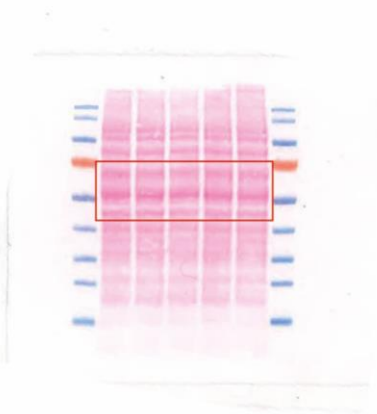

Mahmood et al - Figure 1G

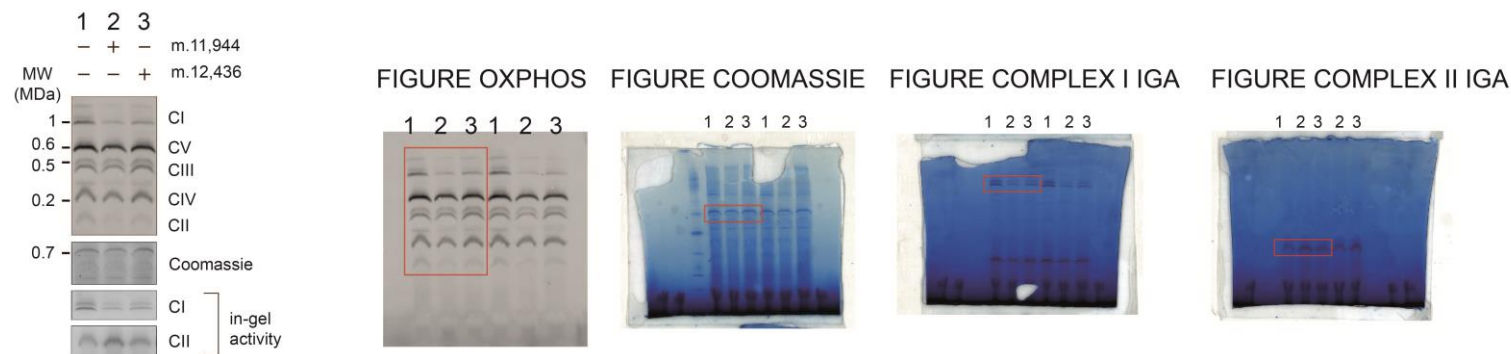

Mahmood et al - Figure 4B

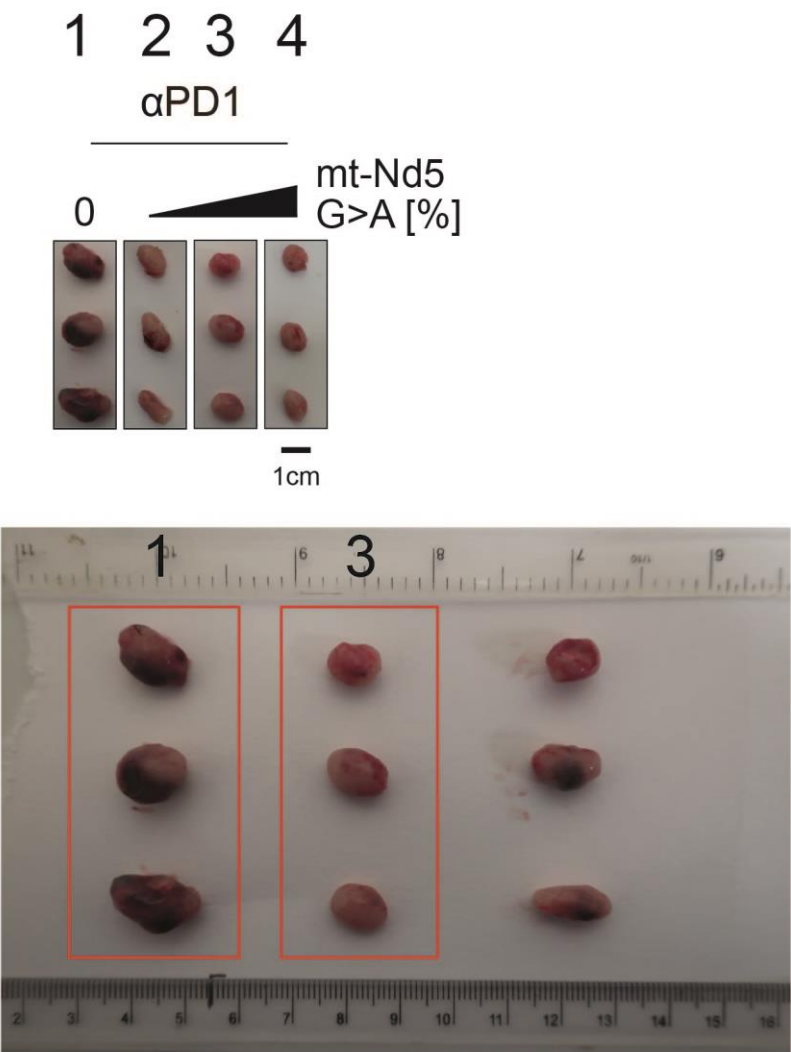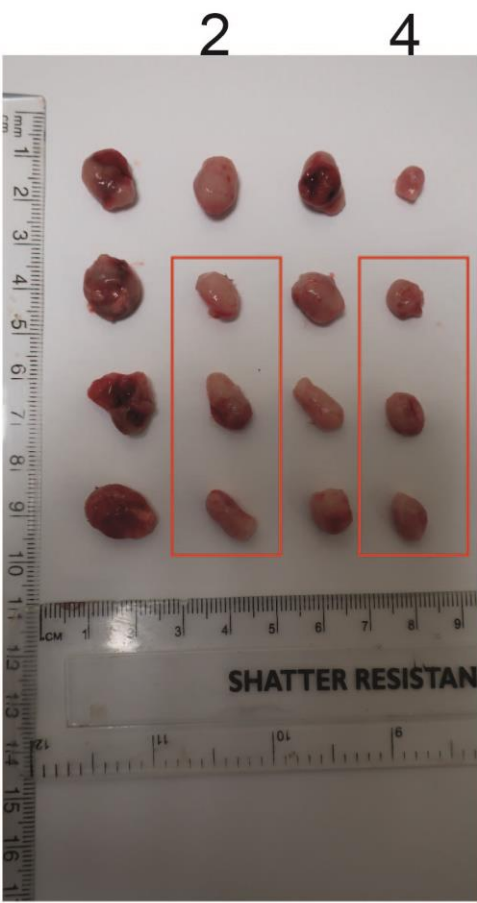

Mahmood et al - Figure 4E

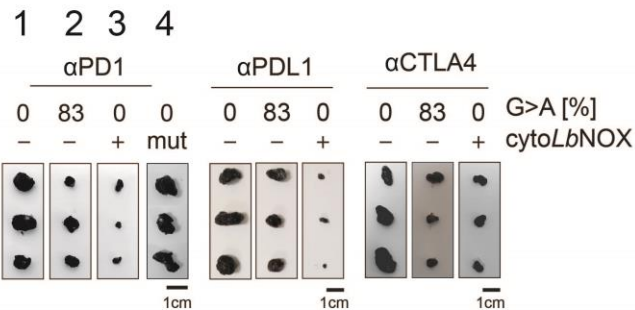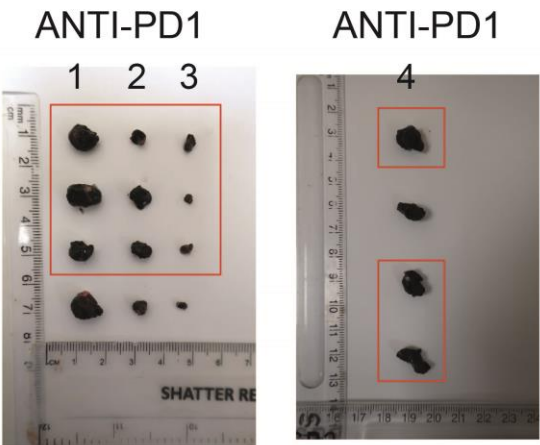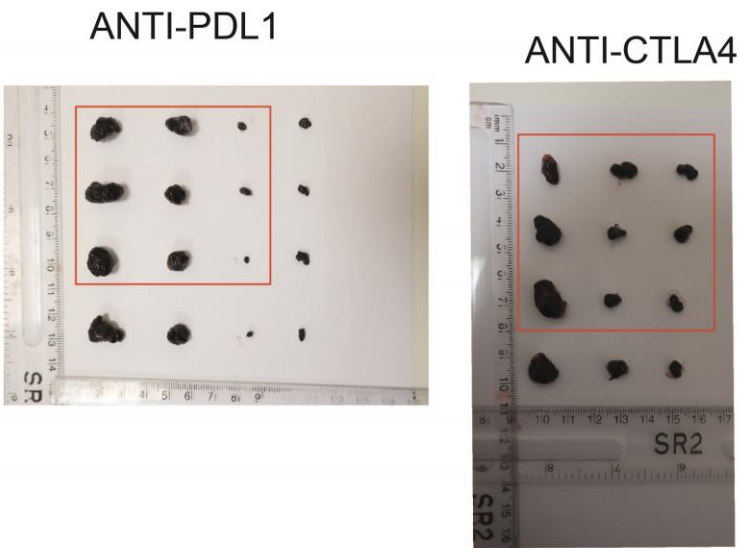

Mahmood et al - Figure 4H

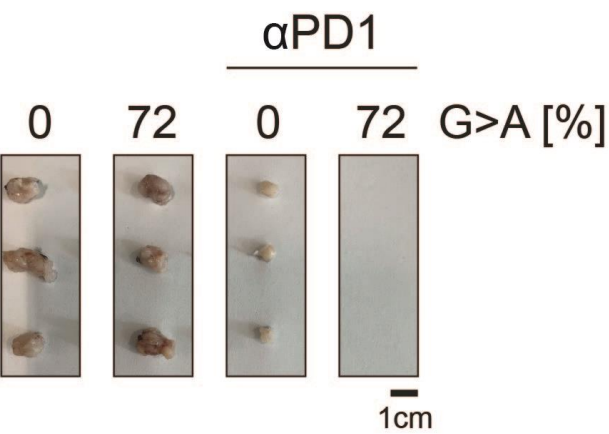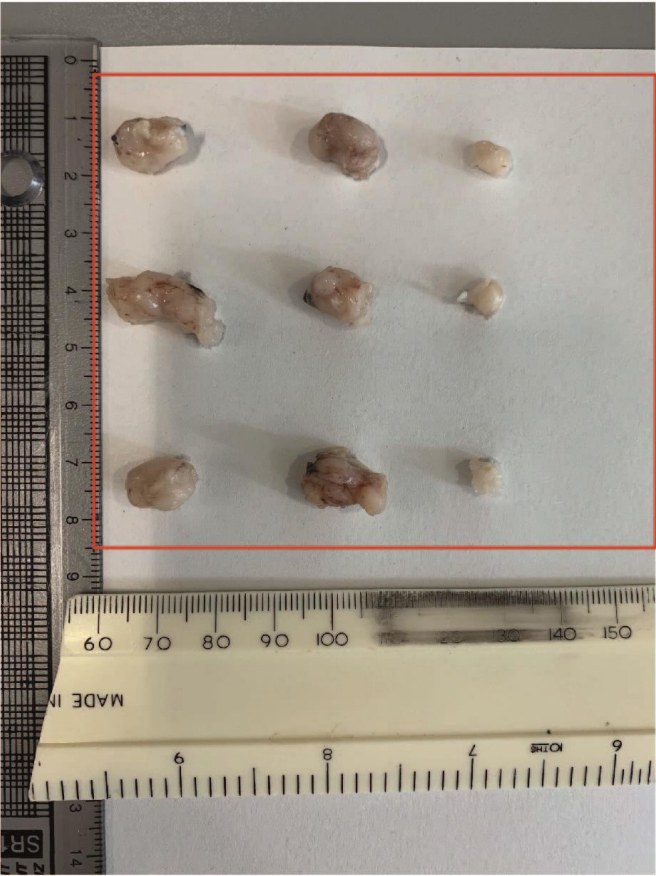

FIGURE HA

FIGURE FLAG

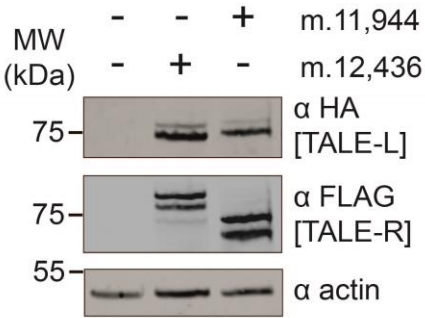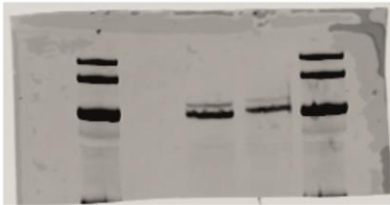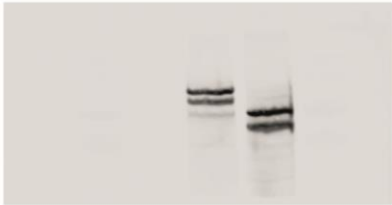

FIGURE ACTIN

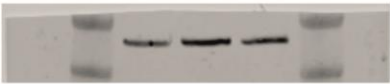

FIGURE BLOT

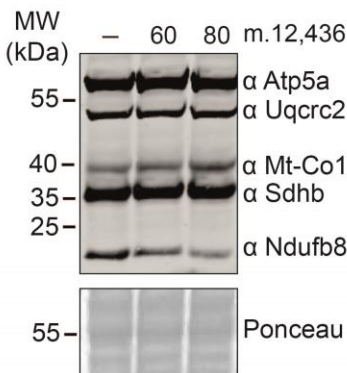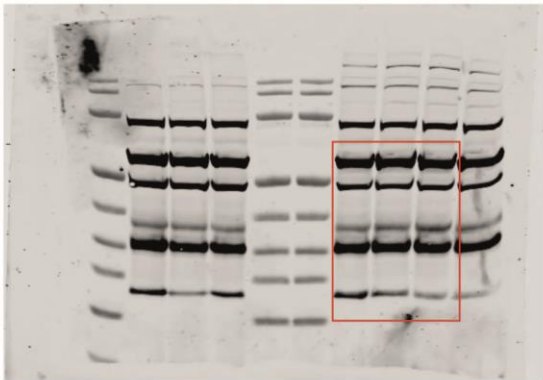

FIGURE PONCEAU

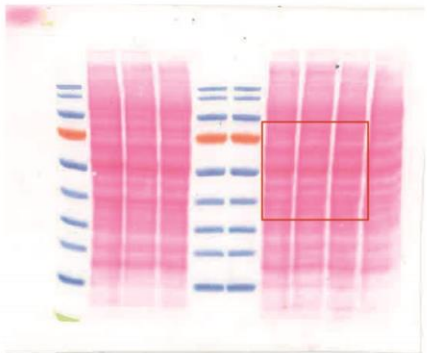

Mahmood et al - Extended Data Figure 2J

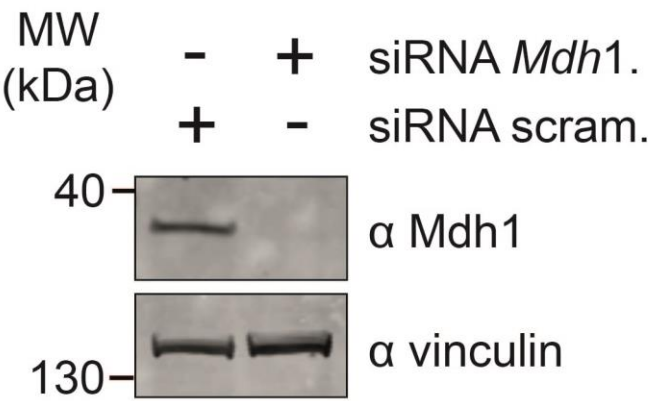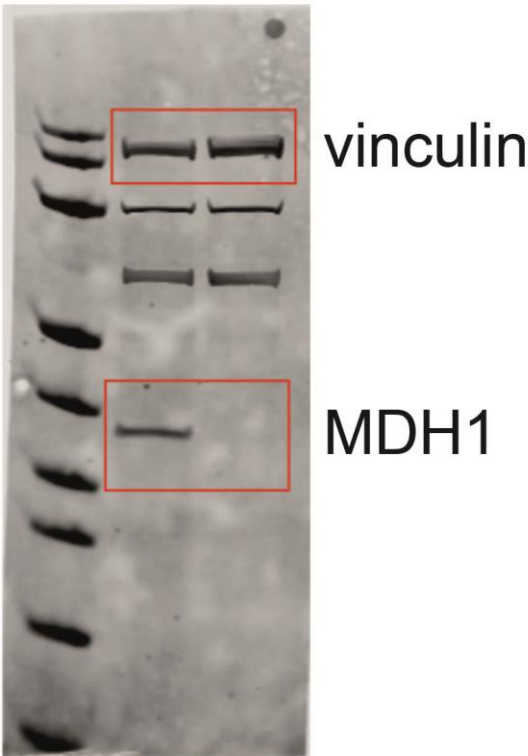

Mahmood et al - Extended Data Figure 2K

FLAG

vinculin

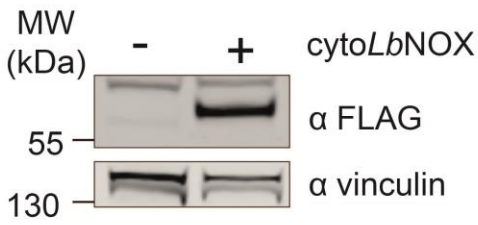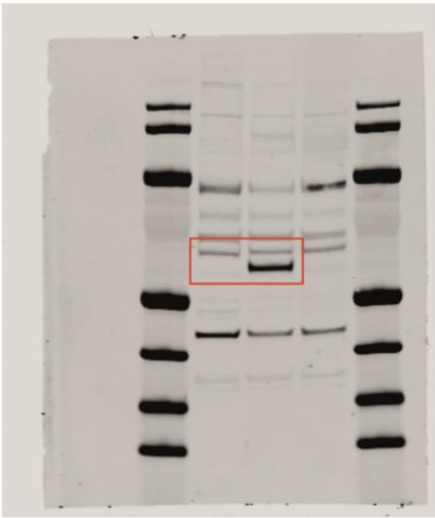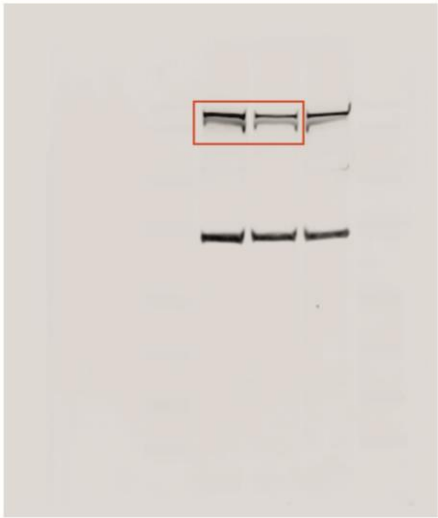

Mahmood et al - Extended Data Figure 2Q

FLAG

vinculin

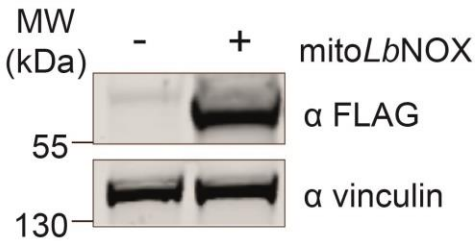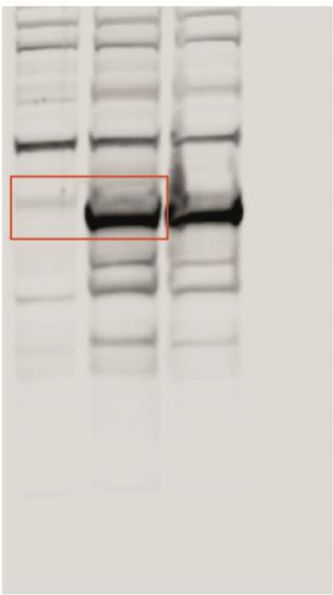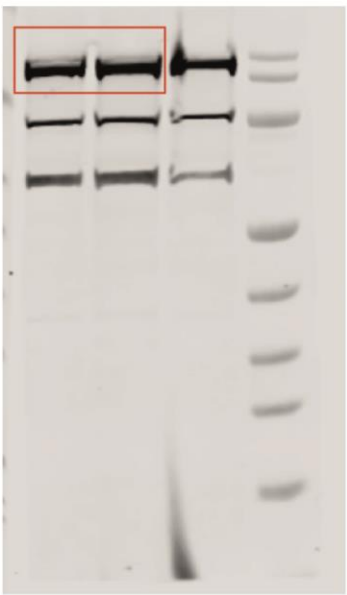

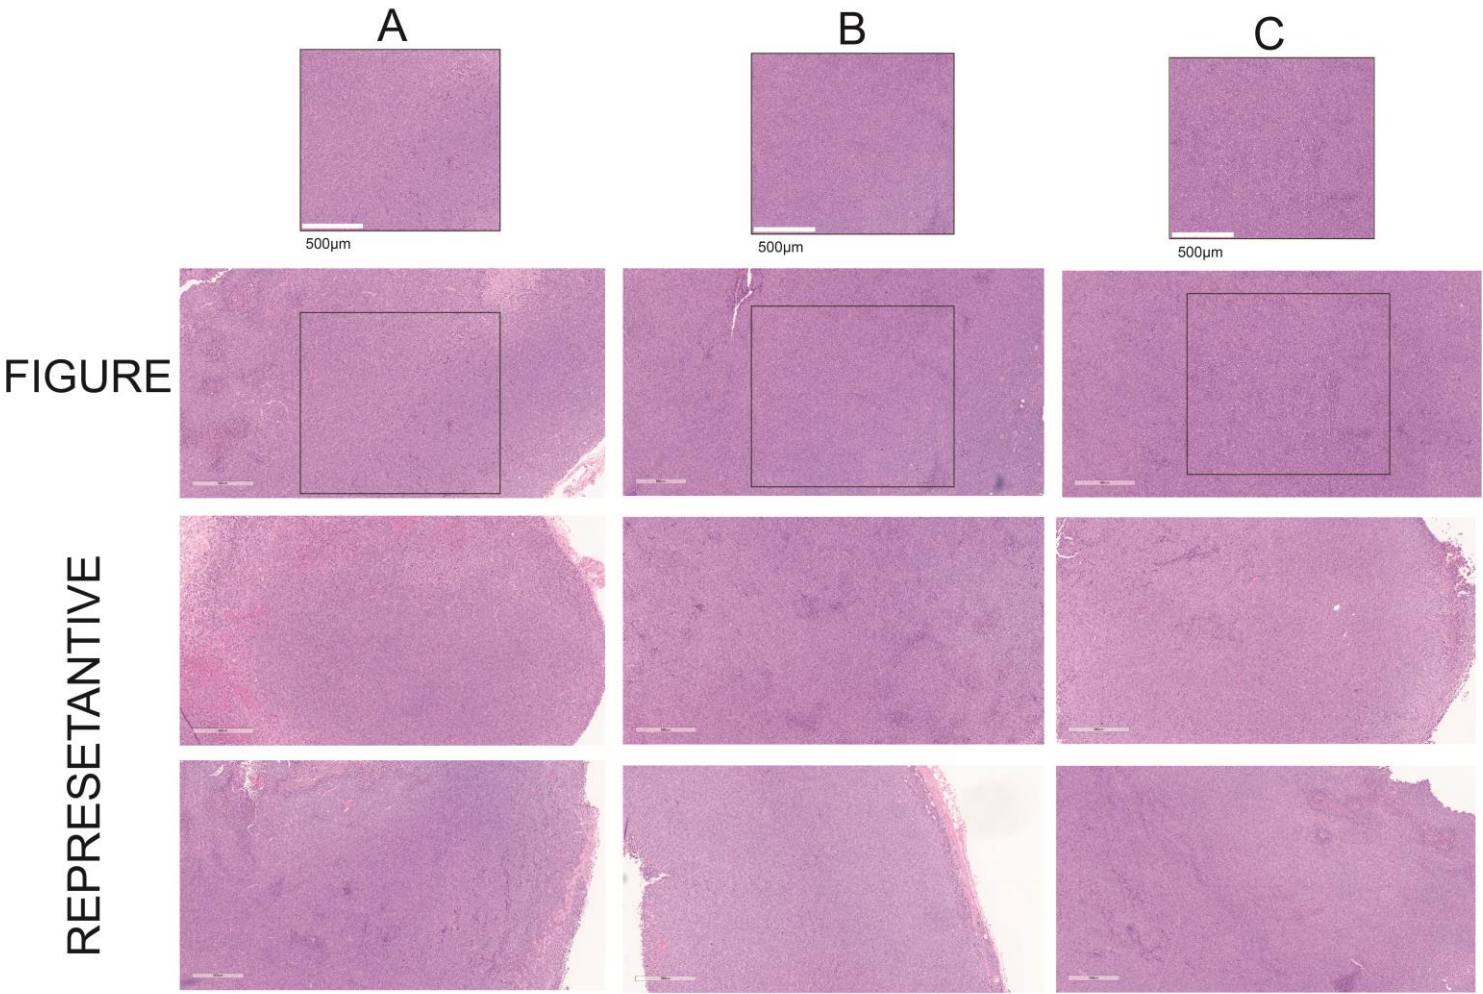

Mahmood et al - Extended Data Figure 5B

HCME12 BLOT

HCME12 PONCEAU

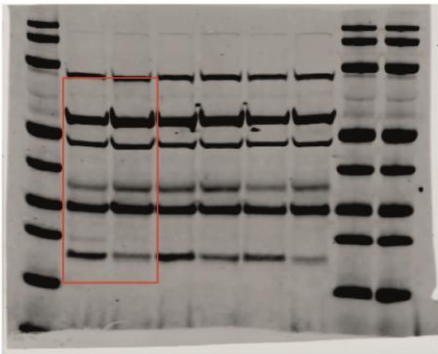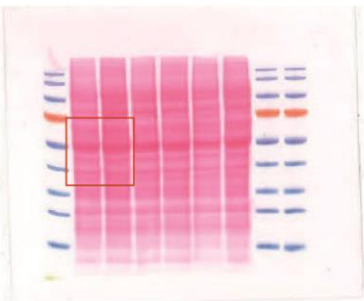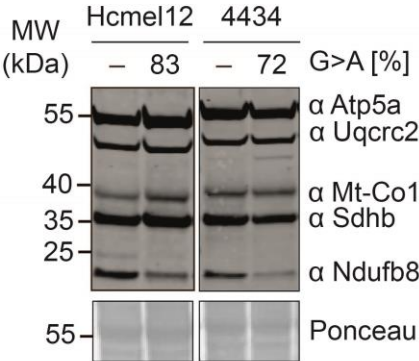

4434 BLOT

4434 PONCEAU

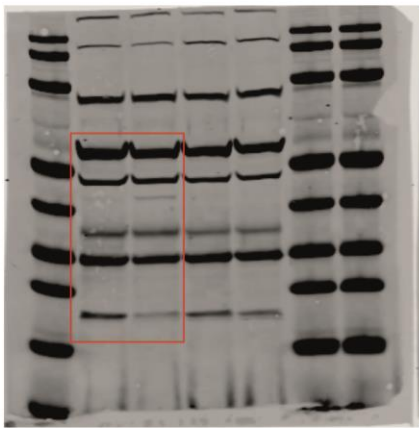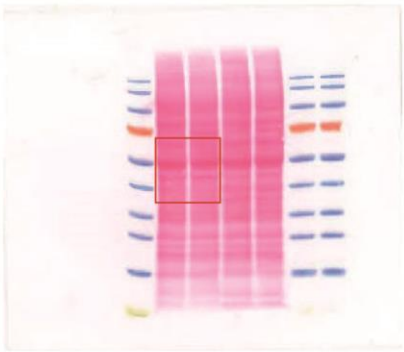

Mahmood et al - Extended Data Figure 7A-B

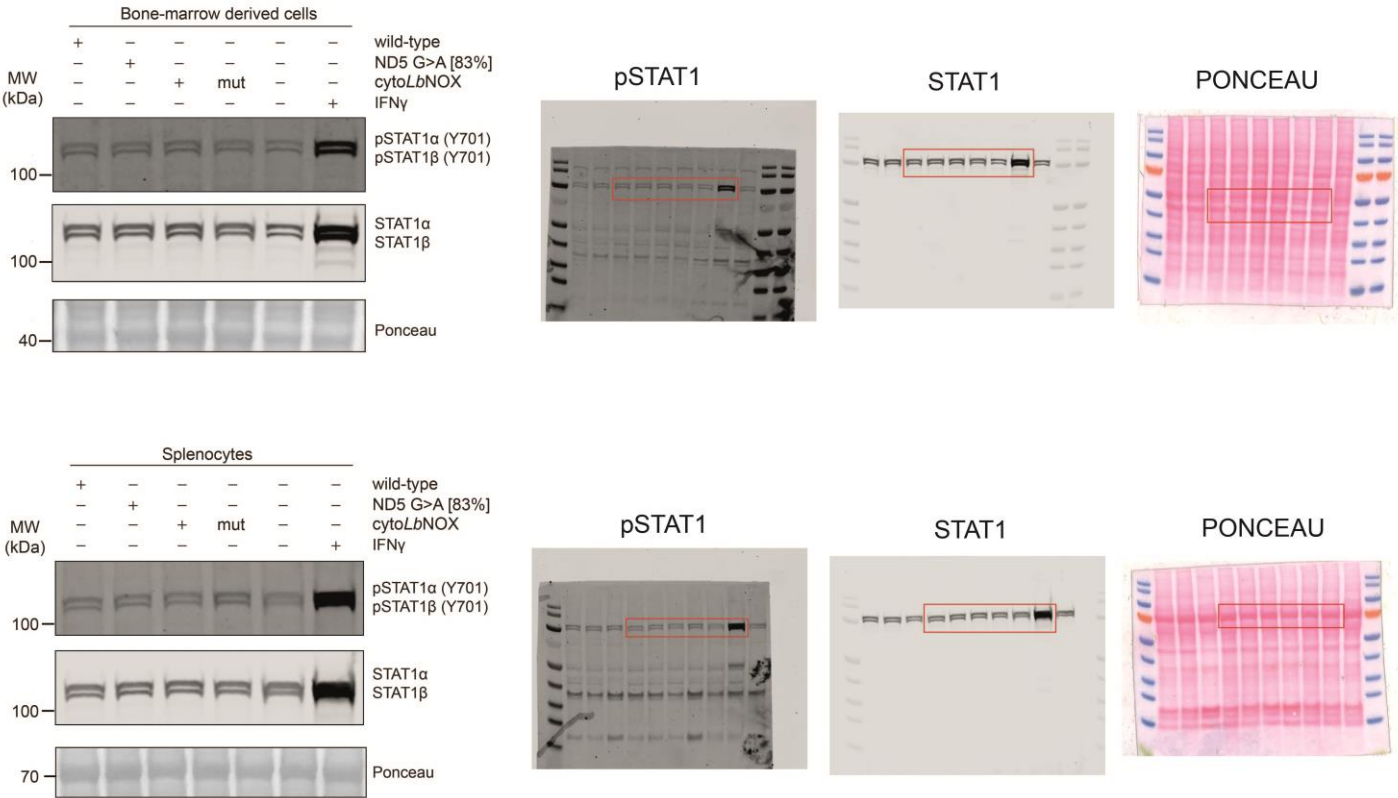

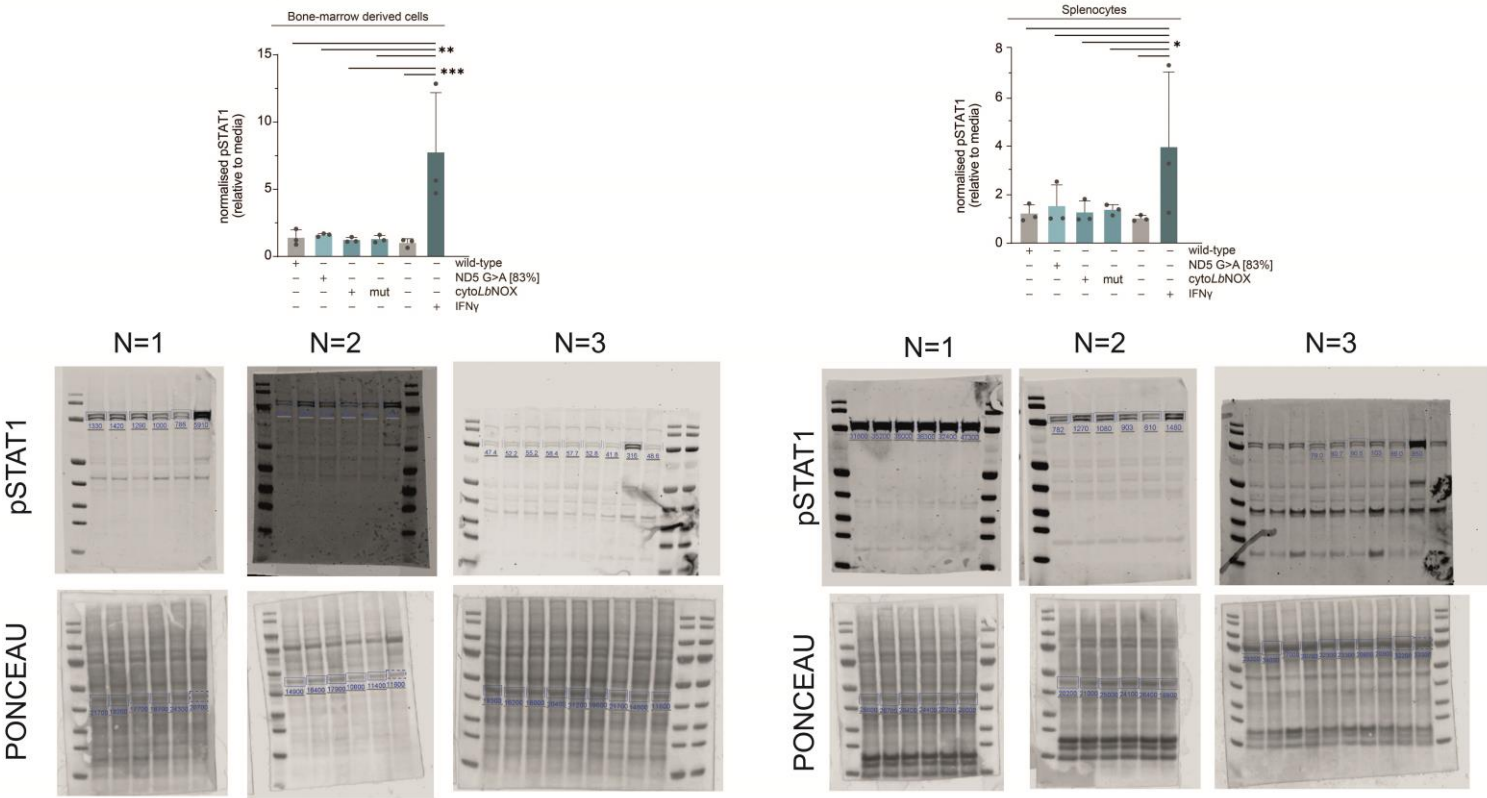

a

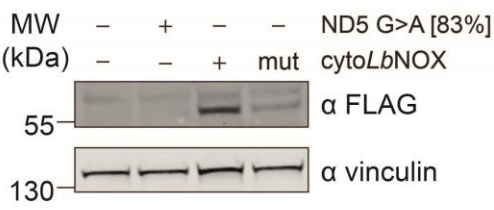

FLAG

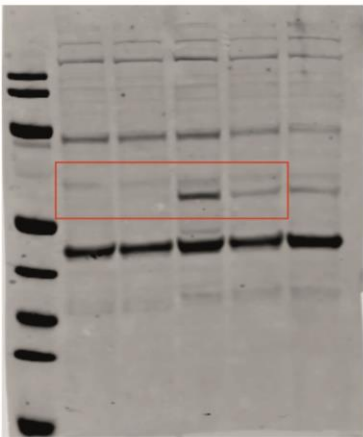

VINCULIN

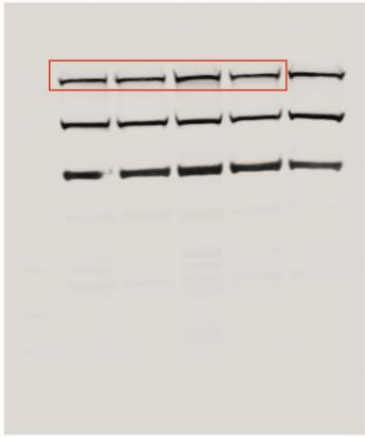

b

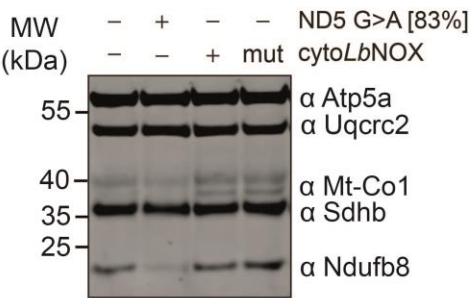

OXPHOS

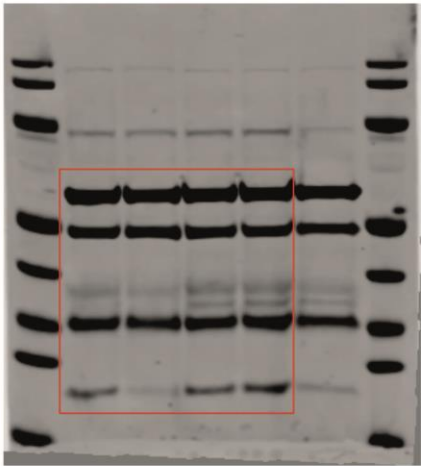

**Supplement:** Supplementary file 3 — Source Data Fig. 1 Unprocessed western Blots and/or gels. Source Data Fig. 4 Unprocessed tumor images. Source Data Extended Data Fig. 1 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 2 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 3 Unprocessed tumor H&E stains. Source Data Extended Data Fig. 5 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 7 Unprocessed western Blots and/or gels. Source Data Extended Data Fig. 9 Unprocessed western Blots and/or gels.

How the deposited data were processed for this re-analysis (not part of the article)

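RNA was measured in cultured B78-D14 melanoma cells carrying m.11,944G>A at a heteroplasmy of 60% and in control cells, with 4 cultures each, and in tumors grown from m.12,43660%, m.12,43640% and control cells, with 7, 7 and 4 tumors. The authors aligned the reads to the mouse genome with STAR, counted them per gene with featureCounts and deposited one table of raw counts, for 56748 genes in 47 columns. Normalization, testing and gene set enrichment in the paper were done on these counts with edgeR, limma-voom and fgsea. The values were checked to be whole numbers without normalization. Of the 47 columns, 26 were matched to a sample from the column's name and number, taken together with the headings of the paper's source data and the extent of the numbering in the sample labels, and 21 were not used because neither the labels nor the paper's files say which sample they hold, so that m.11,944 tumors, m.12,43660% cells and part of the control tumors were not analysed here. Gene positions, GC content and lengths were taken from the GENCODE annotation of GRCm39, in which 56017 of the genes were found.

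Counts were analysed in R 4.3.3 with edgeR 4.0.16. Cells and tumors were fitted separately, with TMM normalization, genes kept by filterByExpr and a quasi-likelihood test. A gene was counted as changed at an adjusted p under 0.1, the paper's threshold, and unadjusted p values under 0.05 were counted beside it. The cells gave 12930 genes and the 18 tumors 16213. The comparisons were m.11,94460% against control cells, m.12,43660% and m.12,43640% against control tumors, and m.12,43660% against m.12,43640% tumors. All p values are two-sided.

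The gene sets of the paper were not used here. In their place, 18 panels of mouse genes were compiled by hand, and those with at least 5 genes with enough counts were scored as the mean log2 CPM of their genes with a prior count of 2. Scores were compared by exact permutation of the samples, with Benjamini–Hochberg adjustment over the panels of a comparison. Preranked enrichment was run with fgsea 1.28.0 on genes ranked by the sign of the log2 fold change times the negative log10 of p from limma 3.58.1, as in the paper. The error given for a normalized enrichment score is a jackknife standard error over the samples.

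Pairing between groups comes from the replicate numbers in the sample labels. It was checked by correlating, across genes, each sample's deviations from its group mean with those of the same-numbered sample of the other group.

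The panels, comparisons, tests, alternatives and the rule for naming genes were set before the data were examined, apart from the alternatives and tests said below to have been chosen later. Genes are named if the paper names them, or if they are among the 3 largest rises or 3 largest falls of a comparison past the threshold with a mean of at least 1 on the log2 CPM scale and no overlap between groups, or among the 2 genes of a panel with the smallest p in the panel's direction. The alternatives were limma-voom or DESeq2 1.42.0 in place of edgeR, and DESeq2's size factors. The filter on low counts was dropped, or set to at least 10 counts in every sample. Others were only the 2 groups compared, the replicate number as a block, 1 surrogate variable from sva 3.50.0 and an adjusted p under 0.05. Each culture of cells was also left out in turn. In tumors, only control tumors were left out for gene counts and panel scores, and each tumor compared for preranked enrichment. For panels, the alternatives were also the median or mean z score, a prior count of 0.25 and the Reactome sets.

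Total counts per sample lay between 16475735 and 36173502. The precision this depth and the spread between samples give was tested on simulated data, with 200 genes changed by 1 on the log2 scale. The changed genes were drawn only from those above a minimum mean count, so the shares found do not cover genes at low counts. In simulated cells, edgeR's test found 43% of them, and 5.49% of its calls were false. The figures were 38.5% and 2.53% for limma-voom, and 72.5% and 34.4% for DESeq2. With effects shared by same-numbered cultures added, the fit with a block found 99.5% of the changed genes, with 14.6% of its calls false, and the fit without it found 39%. In simulated tumors, 93.5% were found for 7 against 4 tumors, with 10.1% of calls false, and 95.5% for 7 against 7, with 12.4% false. With no gene changed, 0 genes were called. A panel planted among the 18 had the largest enrichment, and a planted shift of chromosome 8 by −0.2 was measured as −0.19.

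Identical stretches shared by the mitochondrial and nuclear chromosomes, the codons at the edited sites and the positions of the primers were found in the GRCm39 sequence by exact or, for primers, best matching.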

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

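The tests of total counts, thinned counts, growth state, macrophage markers, the same genes in cultured cells and chromosomes given here were chosen only after the results were seen.

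Across 74 combinations of a group and a measure, 4 values, from 3 samples, lay far from the others of their group, where chance gives 3.7 such values. The first is the total of m.11,94460% cells replicate 4, with 35696719 counts. Its deviations from the group mean correlated across genes with those of control replicate 4 at r = 0.718, against 0.819, 0.817 and 0.832 for the other same-numbered pairs. Its pair was thus the least alike of the 4, and this cannot show why its total is high. The next 2 are both of m.12,43640% tumor replicate 2. Its 10 highest genes took 5.32% of the counts, against 6.33% to 6.80% in the other tumors of the group, and *Mt-Nd5* was at 789 CPM, against 1086 to 1238. Muscle in the tumor piece was tested as a source, and the myogenesis panel took 0.192% of its counts, within the 0.126% to 0.198% of the other tumors, so that an unusual content of muscle was not seen and the low values were not accounted for. The last is the macrophage score of m.12,43640% tumor replicate 7, 6.56 on the log2 scale against 6.28 to 6.39. Its T and NK cell score was 1.34, rank 2 from the highest of the 7 tumors, against 1.44 for the highest and a median of 1.00 in the others, so a larger content of all immune cells cannot be told apart from a difference in macrophages alone. The number of such values is close to what chance gives, and no biological explanation was tested.

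Outside the genes the paper discusses, the largest changes in m.12,43660% against control tumors past the threshold were log2 fold changes of 2.09 for *Slc7a2*, 1.83 for *Olr1*, 1.43 for *Cdh1*, −3.57 for *Slc6a4*, −2.48 for *Stc1* and −2.10 for *Prph*. In cultured control cells, 5 of the 6 were under 1 CPM and *Stc1* was at 1.67 CPM, so that the signal may come in part from other cells in the tumor piece, or from malignant cells that express these genes mainly in the tumor. Of the 6, 3 had enough counts to be tested in cultured m.11,94460% cells, and 2 of these fell past the threshold with the block, *Slc6a4* by 2.85 (adjusted p = 0.0120) and *Stc1* by 4.60 (adjusted p = 0.00183) on the log2 scale, while *Prph* fell by 0.90 (adjusted p = 0.106). These are cells of another line at low counts, so they cannot tell which cells of the tumor piece hold the signal. Immune cell content was tested as a source with the macrophage and T and NK cell marker score as a covariate, and all 6 still passed, with log2 fold changes of 1.90, 1.90, 1.33, −4.03, −2.44 and −2.06 in the order above. In m.12,43640% against control tumors each moved in the same direction, by 0.30, 0.56, 0.40, −1.49, −0.88 and −0.53, with adjusted p values of 0.913 to 0.954. The difference between the 60% and 40% tumors was itself tested, with log2 fold changes of 1.79, 1.27, 1.03, −2.08, −1.60 and −1.57 and adjusted p values of 0.00700, 0.0552, 0.0244, 0.0170, 0.0262 and 0.0694. The comparisons of 40% with control tumors and of 60% with 40% tumors share tumors with the one that picked these genes. Agreement in direction can arise from those shared tumors alone. A change with heteroplasmy is one hypothesis. Other cells of the tumor's surroundings, such as stroma, and differences between cell lines that arose while they were made cannot be told apart from it.

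With the replicate number as a block, 907 genes passed the threshold between m.11,94460% and control cells, against 6 without it. Replicates 1 and 2 differ from 3 and 4 in both groups, on 8818 of 12930 genes (68.2%), 4414 of them higher and 4404 lower in replicates 3 and 4. Growth state of the cultures was tested as the source of this split, and the E2F target score was higher by 0.66 in replicates 3 and 4 (exact two-sided permutation p = 0.0286, the smallest that 4 cultures against 4 allow), which is consistent with a difference in growth. It is not specific to growth, since 5 of the 11 panels reached this p, among them TNFα signaling with a difference of −0.52, IFNγ with −0.15, interleukin signaling with −0.11 and oxidative phosphorylation with 0.13. The correlation across genes of the change with GC content or gene length was at most 0.0499, so this accounts for little of the split. Total counts had no detectable difference between the 2 sets (exact two-sided permutation p = 0.143), a null result that so few cultures cannot make firm. With every culture thinned at random to the smallest total, 8573 of the 8818 genes (97.2%) still passed, so that unequal depth is an unlikely source. A batch in culture or library preparation remains possible. The 907 genes themselves were tested against depth, a few genes taking most of the counts, and GC and length bias. Total counts of the groups had an exact permutation p of 0.457, and with every culture thinned to the smallest total 760 (83.8%) still passed. Without the 10 highest genes of each sample 869 (95.8%) still passed, and with GC and length trends removed 885 (97.6%) did. Of the 8 splits that part each same-numbered pair as the real one does, 1, the real one, gave as many genes, and the highest other count was 1 gene. Since 8 splits cannot give a share under 0.05, the pattern cannot be told apart from the spread between cultures by this test. The same holds for the 6 genes without the block, which 1 of 8 splits reached. The remaining splits put same-numbered cultures on the same side, and the one that follows replicates 1 and 2 against 3 and 4 gave 8373 genes. Each group holds 2 cultures on either side of it, so that it does not follow the mutation. A broad but small effect of the mutation on expression in culture is a hypothesis, and so is a difference between the lines that arose during editing and selection.

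Genes on 2 chromosomes were lower in m.11,94460% cells. Of the genes tested on chromosomes 8 and 16, 87 of 711 and 61 of 401 were among the 518 that fell with the block. Over 5660 well expressed genes on 20 chromosomes, the median log2 fold change was −0.08 on chromosome 8 and −0.13 on chromosome 16. Both shifts lay below every control culture in 4 of 4 cultures, with exact permutation p values, corrected over all chromosomes, of 0.114 and 0.0286, the latter the smallest possible. A lower copy number of these chromosomes in part of the cells is a candidate explanation, since it would lower most genes on them by a little. Of their genes not past the threshold, 70.2% were lower, which restates the shift by which the chromosomes were picked and gives no separate support for it. With GC and length trends removed, the shift of chromosome 16 was −0.13. In m.12,43660% against control tumors chromosome 8 moved by a median of −0.087, in 7 of 7 tumors below every control tumor (exact permutation p corrected over all chromosomes, 0.00303, the smallest possible), and with the immune marker score as a covariate the shift was −0.091. Chromosome 19 was lower by 0.08 in 7 of 7 tumors (corrected p = 0.0182) and chromosome 1 higher by 0.10 (corrected p = 0.00303). In m.12,43640% against control tumors chromosome 8 moved by −0.07 in 7 of 7 tumors with a corrected exact permutation p of 0.227. Between 60% and 40% tumors chromosome 16 moved by a median of −0.08 (corrected exact permutation p = 0.00991), with 1 of 7 tumors below all of the others, and with the immune covariate the shift was −0.061. Against control tumors it moved by −0.023 in 60% tumors (corrected p = 1) and by 0.056 in 40% tumors (corrected p = 0.448), so that most of this difference lies in the 40% tumors. These shifts may reflect clonal differences in chromosome number between the control and edited lines, unrelated to the mutation. That is a hypothesis drawn from the same data, DNA was not measured in them, and an effect of the mutation on these genes was not separated from it.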

How the results depend on the processing

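Among the alternatives, the block of replicates 1 and 2 against 3 and 4, the pairing of control tumors 001 to 004 with tumors 1 to 4, the tumor results without each control tumor, and for preranked enrichment the edgeR ranks, the samples left out and the block were added to the list after seeing the data. The cause of each change given here was not tested unless one is named.

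In m.11,94460% against control cells, 6 genes passed the threshold, and 5 did with limma-voom, 6 with DESeq2's size factors, 7 without a filter on low counts and 4 at an adjusted p under 0.05. The count was 84 with DESeq2 (23 higher, 61 lower), 0 with at least 10 counts in every sample, 907 with the replicate number as a block, 474 with the block of replicates 1 and 2 against 3 and 4 and 758 with 1 surrogate variable, and from 0 to 2 genes across the 8 fits that each left out one culture. On simulated cells, 34.4% of DESeq2's calls were false. Between m.12,43660% and control tumors, 375 genes passed, and 303 to 408 did with limma-voom, DESeq2's size factors, no filter or the stricter filter. The count was 997 with DESeq2, 950 with only the 2 groups compared, 825 with 1 surrogate variable, 184 with tumors paired by number and 149 at an adjusted p under 0.05, and from 61 to 760 across the 4 fits that each left out one control tumor. Between m.12,43640% and control tumors, 0 genes passed and 837 had an unadjusted p under 0.05. The count was 5 with DESeq2 and 6 without a filter, from 0 to 4 across the 4 fits that each left out one control tumor, and 0 under each other alternative. Between m.12,43660% and m.12,43640% tumors, 308 genes passed, and 220 to 324 did with limma-voom, DESeq2's size factors, no filter, the stricter filter, only the 2 groups and the replicate number as a block. The count was 744 with DESeq2, 761 with 1 surrogate variable and 105 at an adjusted p under 0.05.

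The log2 fold change of *Mt-Nd5* in m.11,94460% cells, 0.24, lay between 0.20 and 0.24 with the other tests, normalizations, filters and blocks, and had an adjusted p above 0.1 with each, while edgeR's unadjusted p was 0.0115 with the replicate number as a block. It turned to −0.057 as a share of the 13 mtDNA-encoded mRNAs. It ranged from −0.29 to 0.68 across the 8 fits that each left out one culture, the lowest without m.11,94460% replicate 3. Each of these fits kept the same-numbered culture of the other group and had no block. Their range therefore includes the difference between replicates.

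No panel score passed an adjusted p of 0.1 among the 4 immune panels in tumors and the 3 panels in cells. In cells this was nearly fixed by the number of cultures, since 3 panels of 11 at the smallest exact permutation p of 0.0286 would have an adjusted p of 0.105. Each kept its direction with the median or mean z score, DESeq2's size factors, no filter, a prior count of 0.25 and the Reactome sets. With the Reactome sets, the IFNα difference of 0.35 and the interleukin difference of 0.15 in m.12,43660% tumors did pass. Their p values were adjusted over the Reactome sets alone, which are fewer than the panels. The milder adjustment may account for this, so it is no sign of a stronger difference than in the panels. With tumors paired by number, the allograft rejection difference in m.12,43640% tumors turned to −0.0037. Across the 4 fits that each left out one control tumor, score differences in m.12,43660% tumors ranged from 0.34 to 0.54 for IFNα, 0.29 to 0.46 for IFNγ, 0.26 to 0.43 for allograft rejection and 0.24 to 0.34 for interleukin signaling, and in m.12,43640% tumors from 0.12 to 0.33, 0.07 to 0.25, −0.039 to 0.13 and 0.05 to 0.16. Across the 8 fits that each left out one culture of cells they ranged from 0.12 to 0.22 for IFNα, 0.03 to 0.12 for IFNγ and −0.081 to 0.012 for glycolysis.

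With fgsea on limma-voom ranks in place of the score, the panels passed with NES of 1.65 and 1.36 for IFNα and IFNγ in cells, 3.00, 2.99, 2.70 and 2.44 for IFNα, IFNγ, allograft rejection and interleukin signaling in m.12,43660% against control tumors, 2.47, 2.23 and 1.61 for IFNα, IFNγ and interleukin signaling in m.12,43640% against control tumors, and 2.38, 2.48, 2.59 and 2.28 for the 4 panels in m.12,43660% against m.12,43640% tumors. Of 186 alternatives to these NES and the others of the same panels, 6 no longer passed, 3 newly passed and 2 changed direction. IFNγ in cells no longer passed on edgeR's ranks, at 1.32, nor without m.11,94460% replicate 1, 2 or 3 or control replicate 3, and interleukin signaling in m.12,43640% tumors did not without 40% replicate 3. Glycolysis in cells newly passed without control replicate 3 and changed direction without control replicate 4. Allograft rejection in m.12,43640% tumors newly passed without 40% replicate 1 or control tumor 002 and changed direction without control tumor 003. With the replicate number as a block, the NES in cells were 1.68 for IFNα, 1.44 for IFNγ and −1.34 for glycolysis, with adjusted p values of 0.00596, 0.0156 and 0.164. Across the 8 fits that each left out one culture, the NES ranged from 1.51 to 1.75 for IFNα, 1.07 to 1.53 for IFNγ and −1.52 to 0.77 for glycolysis. Across the fits that each left out one tumor, it ranged from 2.52 to 2.99, 2.53 to 2.95, 2.27 to 2.74 and 2.16 to 2.47 in m.12,43660% against control tumors, from 1.85 to 2.68, 1.61 to 2.55, −0.77 to 1.65 and 1.14 to 1.85 in m.12,43640% against control tumors, and from 1.94 to 2.74, 2.11 to 2.78, 2.34 to 2.74 and 1.98 to 2.38 in m.12,43660% against m.12,43640% tumors, in the same order of panels.

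Of the genes named, 39 results of a gene in one comparison were rerun under 454 alternatives in all. In 362 of these the gene kept its direction and its side of the threshold, in 73 it no longer passed, in 19 it newly passed, and in 0 it changed direction, apart from *Mt-Nd5* in cells, given above.

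The comparisons with control tumors 1 to 6 alone, those of m.11,944 tumors and those of m.12,43660% cells were not run, as their columns were not matched. The 4 control tumors used are 001 to 004, so the alternative with these alone is the result as given, and so is the fit of only the 2 groups for cells. A block with each control tumor as a block of its own cannot estimate the difference from control. With 4 control tumors, leaving out one of them changes the number of genes more than most alternatives, which limits how firmly that number is known.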

Differences from the paper's values

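The paper's normalized enrichment scores (NES) were read from its source data for Fig. 3c and Extended Data Fig. 3g,h and compared with those of the panels that stand in for its gene sets. In each of the 3 tumor comparisons 7 sets were compared, and none had opposite signs. A gap was counted where it exceeded the jackknife standard error of the NES here, and was called closed where it did not. The alternatives set before the data were examined give no NES other than the one on limma-voom ranks, so none of them closed a gap. Ranks from edgeR were named beside them when the test was designed, and were listed as an alternative only after seeing the data.

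For m.12,43660% against control tumors, in the column of the paper's source data headed as high m.12,436, the paper's NES for allograft rejection is 3.36 and the value here 2.70. For E2F targets the paper's is −1.55 and the value here −3.002, and for TNFα signaling the paper's is 1.83 and the value here 2.38. With edgeR's ranks, made an alternative after seeing the values, they were 2.81, −2.97 and 2.36, and none of the 3 gaps closed. The bars colored as m.12,43660% stand at about 2.3 for allograft rejection and about −3.3 for E2F targets in Fig. 3c, read by eye. The values here were 2.70 and −3.002, and edgeR's ranks did not close these gaps either. For TNFα signaling the bar stands at about 2.4, against 2.38 here, so the gap for this set was absent against the figure. The bars colored as m.12,43660% have the values of the source data column headed as high m.11,944, where TNFα signaling is 2.41. The figure and the source data thus label these values differently, and which label is right cannot be told here. The values here were closer to the column of the paper's source data headed as high m.11,944 for 6 of the 7 sets, with a mean distance of 0.1796 against 0.4659 to the column headed as high m.12,436.

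For m.12,43640% against control tumors, the paper's NES for myogenesis is 1.52 and the value here 2.54. With edgeR's ranks, made an alternative after seeing the values, it was 1.82, which closed the gap at a jackknife standard error of 0.924. For m.12,43660% against m.12,43640% tumors, the paper's NES for myogenesis is −1.91 and the value here −2.84. With edgeR's ranks it was −2.29, which did not close the gap at a jackknife standard error of 0.381. The 2 verdicts thus depend on the size of this error as well as on the gap.

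The paper states that the rise of the IFN responses is absent from cultured cells. In m.11,94460% cells the IFNα panel had an NES of 1.65 (adjusted p = 0.0107) and 45 of its 68 genes were higher, but 4 of the 8 splits that part same-numbered cultures gave an NES as large, and its score differed by 0.18 with an adjusted p of 0.629 from an exact permutation test. The paper also gives gene expression in the mutant cells as not substantially affected, and with the replicate number as a block 907 of 12930 genes passed the threshold, at a median size of the log2 fold change of 0.13 over all genes without the block.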

Other observations

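Of the tests here, those of total counts, of thinned counts, of correlation without shifted chromosomes, of the immune covariate in panel scores and of the spread of myogenesis scores were chosen only after the results were seen.

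Random splits of the tumors were used to ask how often a result as large appears without regard to heteroplasmy, with the real split counted among them. Between m.12,43660% and control tumors, 2 of 100 splits, drawn from 330, gave as many genes past the threshold, the other with 564. An NES as large was given by 2 of the 100 for IFNα, 8 for IFNγ, 15 for allograft rejection and 14 for interleukin signaling, so that only IFNα was rarer among splits than 0.05. Between m.12,43640% and control tumors, 58 of 100 splits gave as many genes with an unadjusted p under 0.05, and 15, 26, 71 and 36 gave an NES as large in the same order. Between m.12,43660% and m.12,43640% tumors, 64 splits out of 1716 keep same-numbered tumors apart, as the real one does. Of these 1, the real one, gave as many genes, the others at most 6, and 20, 21, 12 and 17 gave an NES as large. The splits that put same-numbered tumors together gave at most 8 genes in those drawn. In cells, 4, 5 and 6 of 8 splits gave an NES as large for IFNα, IFNγ and glycolysis, and 8 splits are too few to reach a share under 0.05. The number of changed genes in m.12,43660% tumors is therefore rare among splits, while enrichment by fgsea could arise from the spread between samples alone for each panel and comparison above apart from IFNα in m.12,43660% against control tumors, since genes of such panels vary together.

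Technical explanations for the genes that passed in tumors were tested one at a time. Total counts had no detectable difference between m.12,43660% and control tumors (exact two-sided permutation p = 0.618) or between m.12,43660% and m.12,43640% tumors (p = 0.937), which does not rule depth out in groups this small. With every tumor thinned at random to the smallest total, 249 of 375 and 245 of 308 genes still passed, on fewer counts, so that unequal depth is unlikely to be the source of most of them. Without the 10 highest genes of each sample, 363 of 375 and 303 of 308 genes still passed, and with GC and length trends removed 342 and 291 did. With the immune marker score as a covariate, 243 of 375 (64.8%) and 166 of 308 (53.9%) still passed, so that immune cell content may account for part of these genes and not for all. An effect of heteroplasmy remains a hypothesis beside differences between the lines that were not measured.

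The immune marker score itself was higher in m.12,43660% than in control tumors by 0.73 (exact two-sided permutation p = 0.312, 4 of 7 tumors above every control tumor), and than in m.12,43640% tumors by 0.74 (exact two-sided permutation p = 0.179), so that neither difference was detectable by itself. Over the 18 tumors with group means removed, it correlated with the IFNα score at r = 0.789 (permutation p = 4e-05) and rho = 0.835 (permutation p = 4e-05), and with the IFNγ score at r = 0.837 (permutation p = 2e-05) and rho = 0.868 (permutation p = 3e-05), 2 relations in all. Without the 2 tumors farthest from the median of the marker score, r was 0.756 and 0.793. With the score as a covariate, 0.2588 of the IFNα difference of 0.44 was left (59.5%, permutation p = 0.0182), 0.2084 of 0.37 for IFNγ (56.05%, permutation p = 0.0242), 0.1442 of 0.28 for interleukin signaling (51.5%, permutation p = 0.0394) and 0.1076 of 0.34 for allograft rejection (31.8%, permutation p = 0.136). Between m.12,43660% and m.12,43640% tumors less was left, 21.9% for IFNα, 25.0% for IFNγ, 23.0% for interleukin signaling and 26.4% for allograft rejection (permutation p = 0.636, 0.511, 0.467 and 0.220). Between m.12,43640% and control tumors 100%, 105%, 113% and 69.7% were left in that order (permutation p = 0.155, 0.182, 0.197 and 0.770). More immune cells in the tumor piece could account for most of the difference between 60% and 40% tumors in all 4 panels. Against control tumors they could account for most of allograft rejection and part of the others. The rise in immune cells this needs was not detected in the marker score with tumors as units. Preranked enrichment, which takes genes as units, did show a rise. T and NK markers had an NES of 2.37 against control tumors (adjusted p = 2.8e-07) and 2.35 against 40% tumors (adjusted p = 2.6e-07). Macrophage markers had 1.80 (adjusted p = 0.0081) and 2.10 (adjusted p = 6.2e-05). Splits of the tumors were not run for these markers. Whether immune cells were more numerous because of the mutation or by sampling of the piece cannot be told apart here.

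The 907 genes changed in m.11,94460% cells with the block were followed into tumors, where 901 of them were tested. Between m.12,43660% and control tumors 583 (64.7%) moved in the same direction, and the log2 fold changes correlated at r = 0.430 across genes, which are not independent replicates. Of 100 splits of the tumors, 6 gave a correlation as large. In m.12,43660% against m.12,43640% tumors 634 (70.4%) moved in the same direction, with r = 0.495, and 1 of 64 splits, the real one, gave a correlation as large. In m.12,43640% against control tumors 418 (46.4%) did, with r = −0.00837, reached in size by 91 of 100 splits. The 40% tumors thus did not share these changes as a whole, but they did share the lower chromosome 8 (−0.07 against control tumors), so that differences of the control line from every edited line are not ruled out. A response common to both mutations at 60% is a hypothesis, and the shifts of whole chromosomes account for little of it. Without chromosomes 8 and 16, and each other chromosome with a corrected p under 0.1 in the tumor comparison, r was 0.394 over 629 genes against control tumors (chromosomes 1, 12 and 19 left out as well) and 0.473 over 741 genes against 40% tumors.

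Of the 13 mtDNA-encoded mRNAs, *mt-Co2*, *mt-Atp8*, *mt-Atp6*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l* were at 1.11 to 15.0 CPM in control tumors and the other 7 at 292 to 5722 CPM. Reads shared with a nuclear copy were tested as the source. These 6 lie within stretches that stand base for base on chromosome 1 of GRCm39 between 24650616 and 24655265, and over the 13 mRNAs log2 CPM correlated with the percent of the gene inside an identical nuclear stretch at rho = −0.746, across genes that are not independent replicates. Loss of reads with more than 1 match is a likely source of their low counts, so that levels of these 6 cannot be compared with those of the others.

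Myogenesis scores spread widely within tumor groups, and were lower in m.12,43660% than in m.12,43640% tumors by 1.45 (exact two-sided permutation p = 0.0315, adjusted p = 0.313 over 18 panels). Skeletal muscle in the tumor piece is a candidate source, as the panel's genes moved together over the 18 tumors with a mean pairwise r of 0.5105 after group means were removed, and 69 of them had enough counts in tumors against 19 in cells. No biological explanation was tested.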
